# Loss of SETD2 aggravates colorectal cancer progression caused by SMAD4 deletion through the RAS/ERK signalling pathway

**DOI:** 10.1002/ctm2.1475

**Published:** 2023-11-14

**Authors:** Chunxiao Ma, Min Liu, Wenxin Feng, Hanyu Rao, Wei Zhang, Changwei Liu, Yue Xu, Ziyi Wang, Yan Teng, Xiao Yang, Li Ni, Jin Xu, Wei‐Qiang Gao, Bing Lu, Li Li

**Keywords:** CRC, DUSP7, RAS/ERK signalling pathway, SETD2, SMAD4

## Abstract

**Backgound:**

Colorectal cancer (CRC) is a complex, multistep disease that arises from the interplay genetic mutations and epigenetic alterations. The histone H3K36 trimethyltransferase SET domain‐containing 2 (SETD2), as an epigenetic signalling molecule, has a 5% mutation rate in CRC. SETD2 expression is decreased in the development of human CRC and mice treated with Azoxymethane /Dextran sodium sulfate (AOM/DSS). Loss of SETD2 promoted CRC development. SMAD Family member 4 (SMAD4) has a 14% mutation rate in CRC, and SMAD4 ablation leads to CRC. The co‐mutation of SETD2 and SMAD4 predicted advanced CRC. However, little is known on the potential synergistic effect of SETD2 and SMAD4.

**Methods:**

CRC tissues from mice and SW620 cells were used as research subjects. Clinical databases of CRC patients were analyzed to investigate the association between SETD2 and SMAD4. SETD2 and SMAD4 double‐knockout mice were established to further investigate the role of SETD2 in SMAD4‐deficient CRC. The intestinal epithelial cells (IECs) were isolated for RNA sequencing and chromatin immunoprecipitation sequencing (ChIP‐seq) to explore the mechanism and the key molecules resulting in CRC. Molecular and cellular experiments were conducted to analyze the role of SETD2 in SMAD4‐deficient CRC. Finally, rescue experiments were performed to confirm the molecular mechanism of SETD2 in the development of SMAD4‐dificient CRC.

**Results:**

The deletion of SETD2 promotes the malignant progression of SMAD4‐deficient CRC. *Smad4^Vil‐KO^; Setd2^Vil‐KO^* mice developed a more severe CRC phenotype after AOM/DSS induction, with a larger tumour size and a more vigorous epithelial proliferation rate. Further mechanistic findings revealed that the loss of SETD2 resulted in the down‐regulation of DUSP7, which is involved in the inhibition of the RAS/ERK signalling pathway. Finally, the ERK1/2 inhibitor SCH772984 significantly attenuated the progression of CRC in *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice, and overexpression of DUSP7 significantly inhibited the proliferation rates of SETD2^KO^; SMAD4^KO^ SW620 cells.

**Conclusions:**

Our results demonstrated that SETD2 inhibits the RAS/ERK signaling pathway by facilitating the transcription of DUSP7 in SMAD4‐deficient CRC, which could provide a potential therapeutic target for the treatment of advanced CRC.

## 1 INTRODUCTION

The development of colorectal cancer (CRC) is a highly intricate and multistep process that results from the interplay between genetic mutations and epigenetic modifications. The molecular pathogenesis of this disease involves dysregulation of numerous cellular pathways, including cell proliferation, apoptosis, differentiation and DNA repair. In China, CRC is the third most common cancer. The survival rates are significantly reduced in the middle and advanced stages of CRC. There are the two main factors in the development of CRC, gene mutation and epigenetic regulation instability.^1^, ^2^ In the middle and advanced stages of CRC, the survival rates are significantly reduced. Typically, CRC arises from dysplasia of the epithelial crypts. The steps involved in the transition from normal epithelium to adenocarcinoma were described in the 1990 model of cancer progression.^3^ Currently, it has been pointed out that gene mutation and epigenetic regulation instability are the two main causes of the development of CRC.^3^, ^4^, ^5^

SMAD Family Member 4 (SMAD4) is the core signalling transduction molecule in the transforming growth factor‐β (TGF‐β) signalling pathway. Loss of SMAD4 occurs in about 30% in CRC cases,^6^ and its deficiency increases the risk of recurrence and poor prognosis of CRC patients. SMAD4 has two major structural domains, MH1, which binds to DNA, and MH2, which interacts with MH1 for transcriptional regulatory activity.^7^ It has been reported that the TGF‐β pathway plays an oncogenic role in CRC.^7^, ^8^ As an important intracellular receptor signalling molecule in TGF‐β signalling pathway, SMAD4 can enter the nucleus by forming homologous complexes alone or with other activated SMAD family members. At present, many studies have reported that the loss of SMAD4 can cause gastrointestinal cancer.^9^, ^10^, ^11^, ^12^

Histone modification is one of the important epigenetic regulation forms. SET domain‐containing 2 (SETD2) is the only known H3K36 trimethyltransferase,^13^, ^14^ and frequently mutated (5%) in CRC samples.^15^ The mutation rate of SETD2 is as high as 17% in UC. SETD2‐mediated trimethylation of H3K36 is involved in a range of cellular processes, including DNA damage repair, transcriptional regulation and selective splicing.^16^ SETD2 comprises several structural domains, of which the SET structural domain exerts protein methyltransferase activity.^17^ It has been reported that SETD2 plays a suppressor role in tumours, such as renal cancer, gastric cancer, colon cancer and pancreatic cancer.^14^ SETD2 inhibited the WNT signalling pathway and suppressed small intestinal tumour formation by regulating the variable spliceosome to inhibit DVL2 upstream of the WNT pathway.^18^ Loss of SETD2 contributes to the development of aggressive gastrointestinal stromal tumours.^19^ SETD2 inhibits intestinal epithelial injury by regulating oxidative stress‐related factors.^15^ SETD2 also plays a role in inhibiting epithelial healing.^20^ In addition, SETD2 has been studied in many developmental areas regarding sperm development, V(D)J recombination, bone marrow mesenchymal stem cell differentiation, occurrence and poor prognosis of MDS‐related leukaemia, regulation of hepatic lipid metabolism and its role in embryonic development.^21^, ^22^, ^23^, ^24^, ^25^, ^26^ However, the role of H3K36 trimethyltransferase SETD2 in TGF‐β signalling deficiency‐induced CRC remains unknown.

Interestingly, loss of SMAD4 occurs in about 30% in CRC cases, and SETD2 has a 5% mutation rate in CRC. These data indicate that SETD2 and SMAD4 play important roles in CRC. It is worth noting that the co‐mutation of SETD2 and SMAD4 predicted advanced CRC in The Cancer Genome Atlas (TCGA) database, and little is known on the potential synergistic effect of SETD2 and SMAD4. To explore whether SETD2 deficiency promotes the advanced CRC in absence of SMAD4, mice models with intestinal epithelial cell (IEC)‐specific SETD2 and SMAD4 mutations were generated and we found that SETD2 deficiency exacerbates SMAD4‐mutant CRC. Mechanistically, our findings highlighted that SETD2 was a critical epigenetic regulator in the SMAD4‐deficient CRC through RAS/ERK signalling pathway.

## 2 MATERIALS AND METHODS

### 2.1 Mice strains

All the mice were born and maintained in the specific pathogen‐free animal facility and fed with C57BL/6j as the background. The Setd2‐flox mice were generated by Shanghai Biomodel Organism Co., and Villin‐Cre mice were purchased from Shanghai Bomade Biotechnology Co. Ltd. The Smad4‐flox mice were gifted by Dr. Xiao Yang from Beijing Institute of Lifeomics. These mice were crossed in various combinations to generate models used in this study. In the experiment, their littermates with the same treatment were used as the control. Mice were given intraperitoneal injections with azoxymethane (AOM) (10 mg/kg; Sigma) at 8 weeks of age. After 5 days, the injected mice were fed drinking water with 2% dextran sodium sulphate (DSS) (MP Biomedicals) for 5 days, then the drinking water without DSS was followed for 14 days.^15^, ^27^ After three rounds of DSS treatment, the mice were sacrificed after weight loss to 80% of original body weight or 90 days of AOM injection. For SCH772984 (12.5 mg/kg, MCE) treatments, mice were given intraperitoneal injections twice a day for 14 days after the end of the first cycle of DSS. All experimental procedures were approved by the Institutional Animal Care and Use Committee of Shanghai Jiao Tong University. The ethical number of animal experiments is 2021019.

### 2.2 Isolation of IECs

IECs were isolated from mice colons. The colon tissue obtained from mice were cut into small fragments of about 1 mm and incubated at 37°C for 15 min with 8 mM EDTA. After 15 min, replace the EDTA with PBS and shake vigorously for 45 s. The procedure was repeated, and the supernatant obtained twice was combined. After filtration with a 100‐μm cell sieve, the supernatant was centrifuged at 2000 rpm/min at 4°C for 2 min. Pour out the supernatant and use cold PBS to resuscitate.

### 2.3 Histology, haematoxylin–eosin staining and immunohistochemistry

After washing colon tissues with cold PBS, they were rolled up like a Swiss roll and fixed in 4% paraformaldehyde at 4°C overnight. Intestinal tissues were dehydrated and processed and encapsulated in paraffin. Haematoxylin–eosin (H&E) staining was performed using 5 μm sections. For immunohistochemistry (IHC) staining, the sections were deparaffinised with alcohol, antigen repair was performed in citrate buffer for 4 min on high heat and 12 min on low heat. Endogenous peroxidase was quenched with 3% H_2_O_2_. Next, samples were blocked with 10% BSA. The primary antibody was dropped onto the samples and incubated. The primary antibodies were anti‐SMAD4 (#46535; CST), anti‐CDX2 (ab76541; Abcam), anti‐p‐p44/p42 MAPK (#4370; CST), anti‐Ki67 (ab15580; Abcam) and anti‐DUSP7 (26910‐1‐AP; Proteintech). DAB was used after incubating with secondary antibodies, and then counterstained with haematoxylin and sealed using neutral gum.

### 2.4 Immunofluorescence

The sections were deparaffinised and rehydrated before antigen repair and cooled to room temperature. Membrane permeabilisation was performed using 0.5% TritonX‐100, followed by PBS washing and blocking with 10% BSA. Then, the primary antibody against SETD2 (A3194; Abclonal) was dropped onto the samples and incubated at 4°C overnight. DAPI was used for nuclear counterstaining after incubating by secondary antibody.

### 2.5 Western blot analysis

Intestinal tissue or IECs proteins were performed as previous described.^15^, ^20^ 12.5 and 6% SDS‐PAGE gels were used to separate the proteins. The primary antibodies were anti‐SMAD4 (#46535; CST), anti‐SETD2 (LS‐C332416), anti‐H3 (ab10799; Abcam), anti‐H3K36me3 (ab9050; Abcam), anti‐AKT (#2920; CST), anti‐p‐AKT (#4060; CST), anti‐p44/p42 MAPK (#4370; CST), anti‐p‐p44/p42 MAPK (#4370; CST), anti‐DUSP7 (26910‐1‐AP; Proteintech) and anti‐β‐tubulin (AC008; ABclonal). After incubating with secondary antibodies, the PVDF membranes were washed by TBST. The images were analysed by ImageJ software.

### 2.6 Cell culture, plasmids and transfections

The Human Colorectal Adenocarcinoma Cells SW620 cultured in DMEM containing 1% penicillin–streptomycin and 10% foetal bovine serum at 37°C in a 5% CO_2_ atmosphere. Single‐guide RNA (sgRNA) sequence targeted to SMAD4 was designed,^28^ as well as SETD2.^23^ The sgRNA oligomers were ligated into the LentiCRISPRv2 vector, and lentiviral particles were generated as previous described.^20^ Stable transfection was obtained by infecting cells with viral particles and screening with 2 μg/mL puromycin for 1 week. Human DUSP7 pCMV‐Entry plasmid was purchased from Hunan Fenghui Biotechnology Co., Ltd. Plasmids were transfected in cells using EZ transfection reagent. The SETD2^KO^; SMAD4^KO^ cells were treated with ERK inhibitor SCH772984 at concentration of 300 nmol/L, respectively.

### 2.7 RNA isolation and quantitative RT‐PCR

RNA was extracted from colon IECs using an RNA extraction kit (BioTeke). The cDNA was reverse transcribed with a reverse transcription kit (Takara). β‐actin was used for standardisation. Primers used for RT‐qPCR analysis are listed in Table S1.

### 2.8 | RNA‐seq and analyses

IECs RNA were obtained from *Smad4^Vil‐KO^* and *Smad4^Vil‐K^;Setd2^Vil‐KO^* mice treated with AOM/DSS for 10 days using EDTA‐based isolation. GO analysis and Kyoto encyclopaedia of genes and genomes (KEGG) pathway analysis were used for all differentially expressed genes.

### 2.9 Chromatin immunoprecipitation assay

Chromatin immunoprecipitation and next‐generation sequencing (ChIP‐seq) assay was performed as previous described.^15^ The cells we used were IECs obtained from *Smad4^Vil‐KO^* mice. ChIP‐PCR followed the same steps as ChIP‐seq before quenched with glycine. After lysis of cells with SDS lysate containing protease inhibitors, DNA was broken by sonication to small fragments of 200–1000 bp in size. Antibodies were added and incubated overnight. Protein G Agarose was added to the centrifuge tube incubated overnight for adsorption, beads were washed and elution was subsequently added to elution buffer. Finally, the DNA was released by uncross‐linking and purified.

### 2.10 Data mining using public database

The data of gene expression levels of colon adenocarcinoma/rectum adenocarcinoma oesophageal carcinoma (COAD/READ) (CRC) were obtained from TCGA. The relationship about expression level of two genes were analysed in http://gepia.cancer‐pku.cn.

### 2.11 Statistical analysis

All the data were expressed as mean ± standard deviation (mean ± S.D.). All experiments were repeated at least three times. GraphPad Prism 9.0.0 software was used to analyse all data. Two‐way ANOVA or Student's *t*‐test were used to analyse data. *p* Values < .05 were considered statistically significant. *, *p* < .05; **, *p* < .01; ***, *p* < .001; and ****, *p* < .0001.

## 3 RESULTS

### 3.1 The co‐occurrence rate of SETD2 and SMAD4 mutations is elevated in advanced stage CRC

To investigate whether SETD2 exacerbates SMAD4‐dificiency CRC, we first consulted the clinical data samples of CRC in the TCGA database and analysed the expression levels of SETD2 and SMAD4 in the samples of CRC patients and their relationship with cancer stage and survival rate. The results showed a 5% mutation rate for SETD2 and a 14% mutation rate for SMAD4 in CRC patients (Figure 1A). The TCGA database revealed that a certain correlation was confirmed between SETD2 and SMAD4 mRNA expression levels in CRC patients (Figure 1B). Moreover, the rate of co‐mutation of SETD2 and SMAD4 was significantly increased in patients with advanced CRC (Figures 1C and D), and patients who exhibited co‐mutation of SETD2 and SMAD4 experienced a poorer clinical survival course (Figure 1E). The collective results implied that the deficiency of SETD2 and SMAD4 promotes the progression of CRC to more advanced stages, underscoring the significant roles of SETD2 and SMAD4 in the pathogenesis of CRC.

**FIGURE 1:**
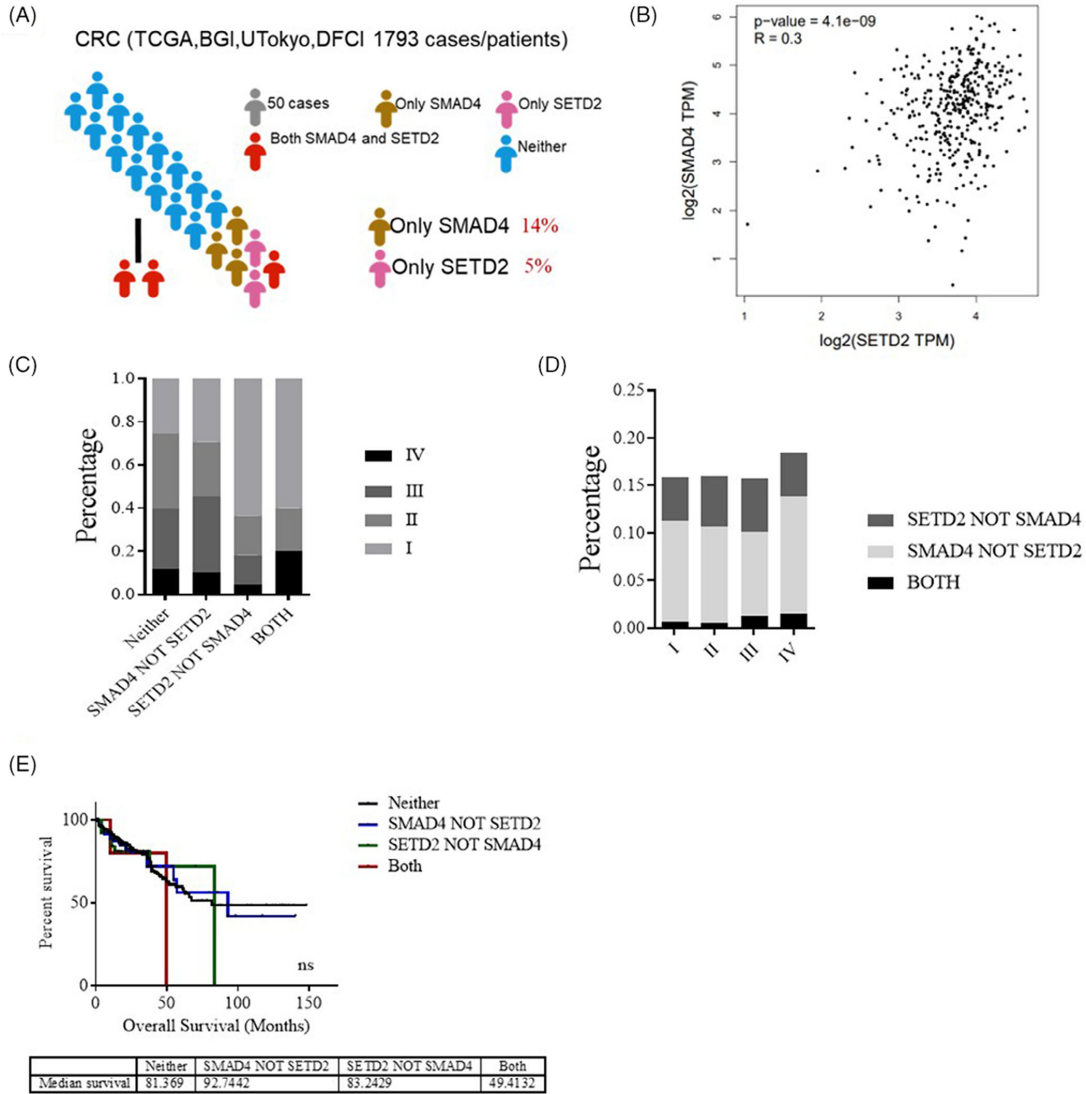
The co‐occurrence rate of SETD2 and SMAD4 mutations are elevated in patients with advanced CRC. (A) Proportion analysis of SMAD4 and SETD2 in 1793 patient samples in TCGA database. (B) Correlation between SMAD4 and SETD2 mRNA expression levels in CRC patients in TCGA database. (C) Proportion analysis between SETD2 and SMAD4 mutations and colorectal cancer stage in 1793 CRC patients. (D) The correlation between different cancer stages and SETD2 and SMAD4 mutations in CRC patients was analysed in TCGA database. (E) Survival statistics of patients with neither, SMAD4 not STED2, SETD2 not SMAD4, both mutation in TCGA database.

### 3.2 Loss of SETD2 promotes the formation of intestinal polyposis in S*mad4^Vil‐KO^;Setd2^Vil‐KO^* mice

To assess the role of SETD2 in SMAD4‐mutant CRC, the intestinal epithelium‐specific SETD2 and SMAD4 deficiency mouse strain (*Setd2^F/F^;Smad4^F/F^*; *Villin‐Cre* mice, here we referred as *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice) were generated by *Villin‐Cre* mice with *Smad4‐flox* ^29^ *;Setd2‐flox* mice (*Smad4^F/F^*;*Setd2^F/F^* mice). As expected, IHC and Western blot (WB) validation confirmed efficient ablation of SETD2 and SMAD4 expression in the intestinal epithelium of *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice (Figure 2A). CRC was induced with AOM/DSS^30^, ^31^, ^32^ (Figure 2B). During the entire drug feeding period, *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice exhibited severe reactions, including substantial weight loss, rectal bleeding and obstruction, resulting in significantly lower body weight compared with *Smad4^Vil‐KO^* mice (Figure 2C). All *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice died within 60 days of drug administration (Figure 2D). The colon lesions of the mice were observed after washing with PBS. Compared with *Smad4^Vil‐KO^* mice, *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice displayed a higher number of larger polyposis lesions, predominantly located in the colon rather than the rectum. Tumours were indicated with black arrows and no significant difference in colon length between all groups treated with AOM/DSS (Figure 2E). These results collectively demonstrate that the deficiency of SETD2 promotes the development of intestinal lesions in SMAD4‐ablated mice.

**FIGURE 2:**
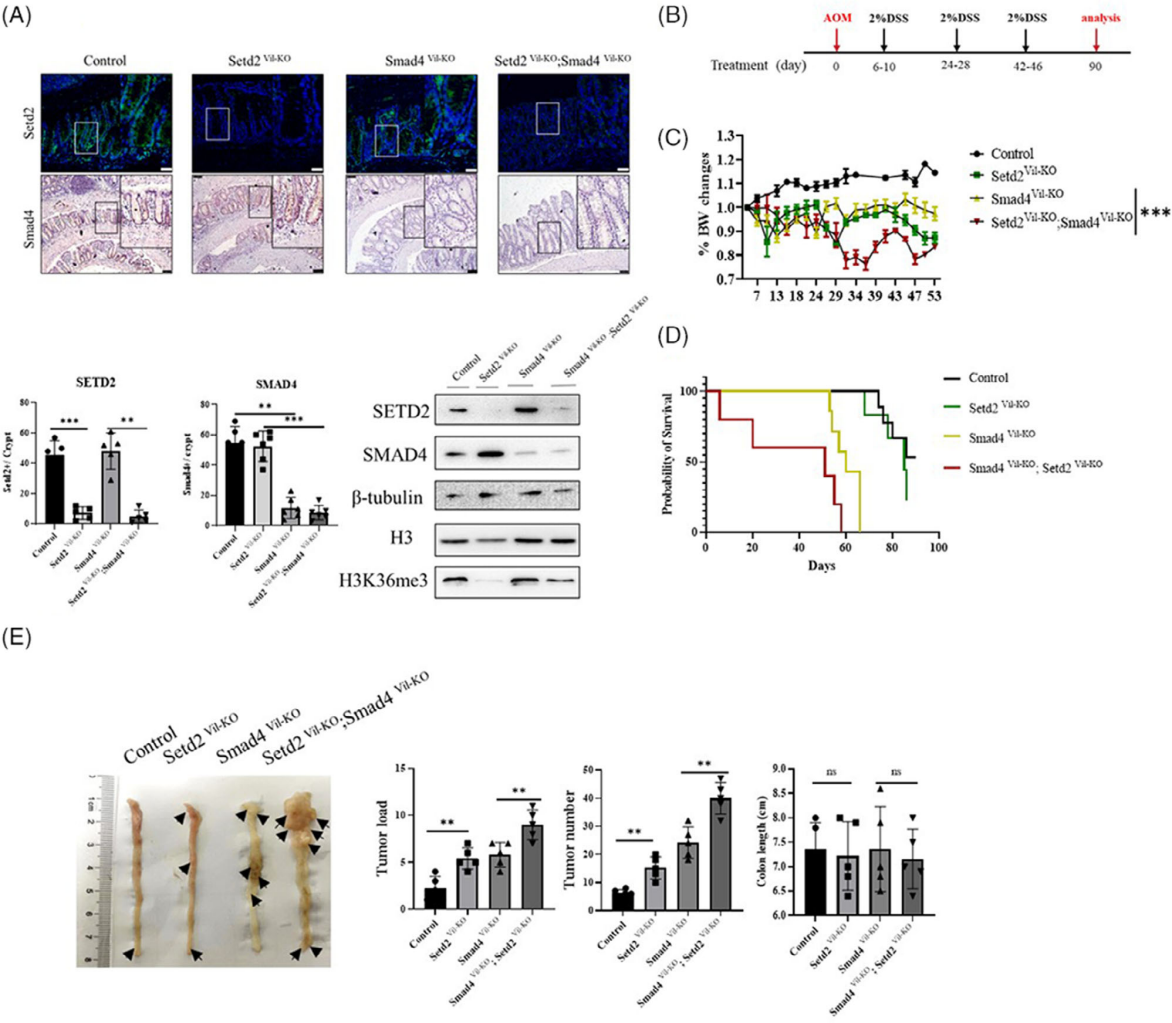
Loss of SETD2 promotes the formation of SMAD4‐deficient CRC in mice. (A) The expressions of SETD2 and SMAD4 were analysed by immunofluorescence and immunohistochemistry, and the expressions of SETD2, SMAD4 and H3K36me3 were analysed by Western blot. Scale bars: 200 μm. Data represent means ± S.D., and statistical significance was determined by a two‐tailed Student *t*‐test. *, *p* < .05; **, *p* < .01; ***, *p* < .001. (B) Schematic representation of the AOM/DSS protocol used to induce CRC in mice. (C and D) Mice were treated with 2% DSS in drinking water after intraperitoneal injection of 10 mg/kg AOM, and losses in body weight (C) and survival (D) were recorded (*n* = 6 per genotype). (E) 90 days after AOM injection, mice were sacrificed to examine tumour burden and colon length (*n* = 6 per genotype). Scale bar: 1 cm.

### 3.3 The inactivation of SETD2 exacerbates the malignant progression of SMAD4‐deficient CRC in vivo and in vitro

To gain further insights into intestinal lesions in the mouse model, we conducted HE staining on sections of intestinal tissue. Histological staining analysis revealed that tumour formations were more extensive and less differentiated in *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice (Figure 3A). Histological analysis indicated that approximately 26% of the polyps in the *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice were classified as poorly differentiated tumours, and poorly and moderately differentiated tumours together accounted for about 60%. In contrast, the tumours in *Smad4^Vil‐KO^* mice were primarily of low grade, with approximately 40% classified as poorly and moderately differentiated tumours (Figure 3B). Ki67 staining showed that the proliferation rate of *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice is higher than *Smad4^Vil‐KO^* mice (Figure 3C). To further investigate the malignancy of the intestinal tumours, we performed IHC staining for CDX2. CDX2 staining showed a significant decrease in the *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice (Figure 3C). Therefore, SETD2 ablation aggravates the malignant progression of CRC caused by SMAD4 ablation.

**FIGURE 3:**
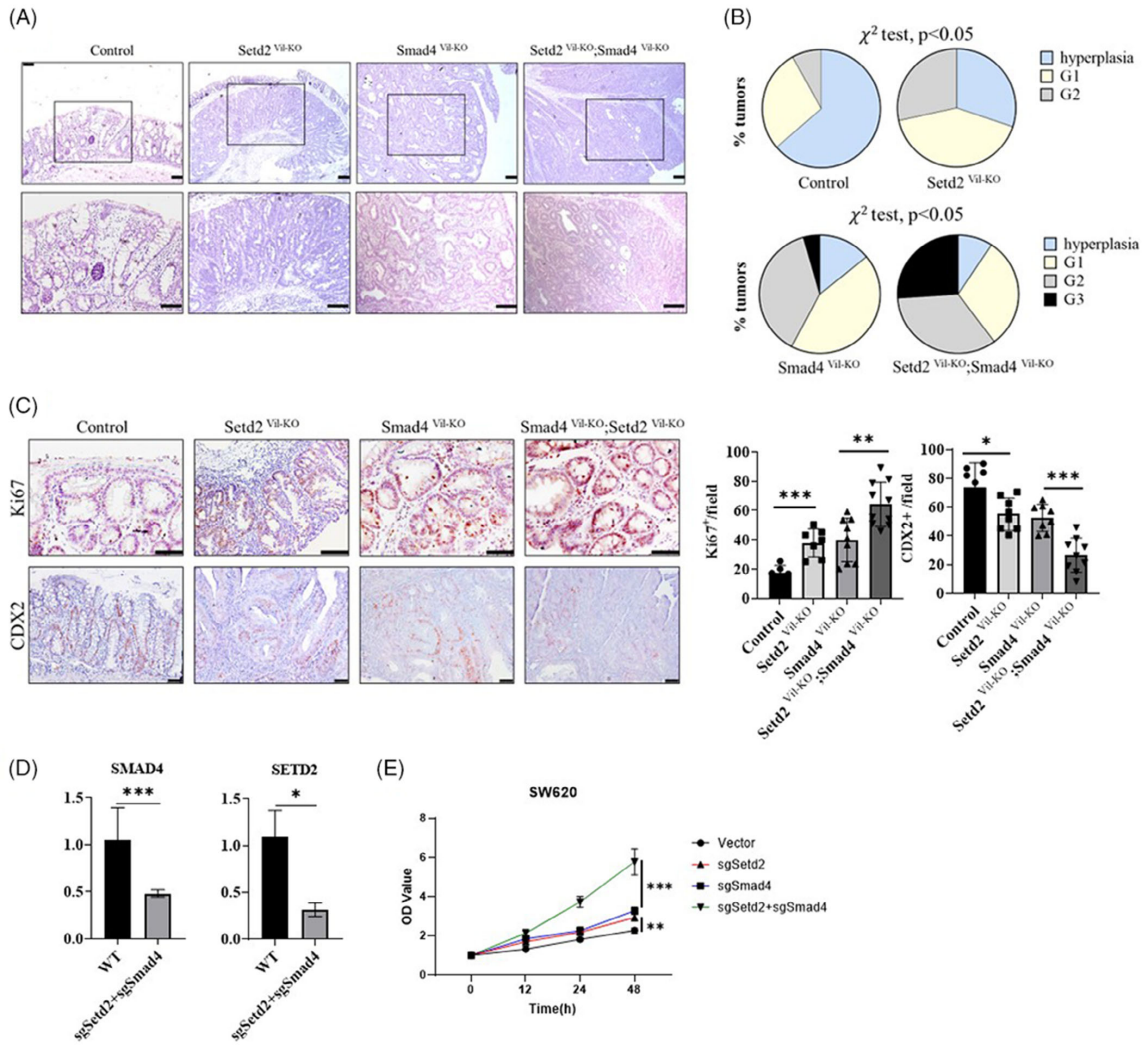
The inactivation of SETD2 exacerbates the malignant progression of SMAD4‐deficient CRC in vivo and in vitro. (A and B) H&E‐stained sections of colon tissue from AOM/DSS‐treated mice, representative images of each genotype colon and overall grade of tumour (*χ*2 test) are shown (*n* = 5 per genotype). Scale bar: upper 200 μm, lower 100 μm. (C) Representative images of Ki67 and CDX2 staining from AOM/DSS‐treated mice of each genotype are shown (*n* = 5 per genotype). Scale bar: 50 μm (top), 100 μm (bottom). Data represent means ± S.D., and statistical significance was determined by a two‐tailed Student *t*‐test. *, *p* < .05; **, *p* < .01; ***, *p* < .001. (D and E) SW620 cells were transfected with empty vector, sgSMAD4 plasmid and sgSETD2 plasmid, and the mRNA expression was detected by real‐time fluorescence quantitative PCR (*n* = 4 per genotype). CCK8 was used for detection. Data represent means ± S.D., and statistical significance was determined by a two‐tailed Student *t*‐test. *, *p* < .05; ***, *p* < .001.

To further explore whether the loss of SETD2 exacerbates the progression of SMAD4‐deficient CRC, we generated CRC cell line SW620 with SMAD4 and SETD2 co‐mutation and observed cell proliferation. The SMAD4^KO^;SETD2^KO^ SW620 cells were validated via qPCR, confirming successful mutations in both genes (Figure 3D). The CCK8 results showed that the proliferation rate of SMAD4^KO^;SETD2^KO^ SW620 cells were significantly higher than SMAD4^KO^ cells (Figure 3E). Through the CCK8 results, we further confirmed that the loss of SETD2 exacerbates the progression of SMAD4‐deficient CRC. Taken together, our results demonstrate that SETD2 deficiency exacerbates the malignant progression of SMAD4‐deficient CRC both in vivo and in vitro.

### 3.4 SETD2 aggravates CRC induced by SMAD4 ablation via activating RAS/ERK signalling pathway

To further explore the mechanism of SETD2 exacerbating CRC caused by SMAD4 deletion, we performed RNA sequencing analysis on IECs of *Smad4^Vil‐KO^* mice and *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice induced by AOM/DSS for one cycle (Figure 4A). 

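RNA was taken from IECs that had been released from the colon with EDTA, from 4 mice of the *Smad4 Vil‐KO* genotype and 5 of the *Smad4 Vil‐KO;Setd2 Vil‐KO* genotype. In these mice Cre recombinase under the Villin promoter deletes the floxed genes in the intestinal epithelium. The mice had received the carcinogen AOM (10 mg/kg) and 1 course of 2% DSS in the drinking water, which injures the colonic epithelium, and IECs were collected at 10 days. The authors deposited the whole-number count of each gene symbol in each library, without normalization. The paper's text names neither the aligner nor the genome build nor the counting program. The table held 46095 gene symbols, 27 of which had been turned into dates as a spreadsheet does, so that those genes could not be named. The total count per library was 12487129 to 17120202 in the *Smad4 Vil‐KO* libraries (median 16323884) and 12729533 to 14637157 in the *Smad4 Vil‐KO;Setd2 Vil‐KO* libraries (median 13794921). After TMM normalization (below), a single count was worth 0.0594 to 0.0794 CPM (counts scaled to the library total multiplied by its TMM factor). Counts were normalized with edgeR's TMM method, which gave factors from 0.956 to 1.09, and the 14593 genes kept by edgeR's filter on low counts were tested between the genotypes with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Values at the conclusions are TMM-normalized CPM, as mean ± SD over the mice of a genotype. For a gene with at most 3 counts in every library of a genotype, the fold change is given only as a lower bound against a floor of 3 counts, which is 0.198 CPM in *Smad4 Vil‐KO* libraries and 0.217 CPM in *Smad4 Vil‐KO;Setd2 Vil‐KO* libraries, and which covers counting error only. The summed counts of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d* were 0 or 1 in the *Smad4 Vil‐KO* libraries, 28 and 0 in *Smad4 Vil‐KO;Setd2 Vil‐KO* replicates 3 and 4, and 4907, 4745 and 3857 in *Smad4 Vil‐KO;Setd2 Vil‐KO* replicates 1, 2 and 5. *Xist* had 17833 to 26617 counts in the libraries with at most 28 Y-linked counts and 5 or 6 in the other 3. The 3 libraries with the high Y-linked counts were all of the *Smad4 Vil‐KO;Setd2 Vil‐KO* genotype, so the genotypes could not be compared among them. After these counts were seen, the tests of single genes and of gene sets by camera were therefore repeated with a term for those 3 libraries, and among the 4 *Smad4 Vil‐KO* and 2 *Smad4 Vil‐KO;Setd2 Vil‐KO* libraries without them. In both, the genotype effect is taken from the same 4 and 2 libraries, so the results of the 2 fits are not independent.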

Compared with the *Smad4^Vil‐KO^* mice, RNA sequencing revealed significant changes in the global transcriptome of the *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice. 

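*Setd2* itself, the gene whose deletion distinguishes the groups, was at 118, 120.1, 99.2 and 114 CPM in *Smad4 Vil‐KO* replicates 1 to 4 and at 57.8, 87.1, 55.7, 53.9 and 76.1 CPM in *Smad4 Vil‐KO;Setd2 Vil‐KO* replicates 1 to 5. Its mean fell from 113 ± 9.45 CPM (SD, n = 4) to 66.1 ± 14.7 CPM (SD, n = 5), a log2 fold change of -0.77 (standard error 0.14, adjusted p = 0.00756 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn the log2 fold change lay between -0.89 and -0.70, and with the term for Y-linked counts it was -1.04. *Smad4*, which is deleted in both groups, was at 64.2 ± 19.0 CPM (SD, n = 4) and 70.3 ± 34.4 CPM (SD, n = 5), a difference within the spread between mice (log2 fold change 0.13, standard error 0.33, adjusted p = 0.819 from the same edgeR test). The sign for *Smad4* turned without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 2 (-0.11), without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 5 (-0.01) and with the term for Y-linked counts (-0.71). Across the 14593 genes tested, 986 were higher and 955 lower in *Smad4 Vil‐KO;Setd2 Vil‐KO* IECs at an adjusted p under 0.05, together 13.3% of them. Every *Smad4 Vil‐KO;Setd2 Vil‐KO* library lay above every *Smad4 Vil‐KO* library for 1217 genes and below for 1295 genes, where chance gives 0.794% of genes, or 116, in each direction. The biological coefficient of variation between mice of a genotype was 21.2%. The first principal component held 46.6% of the variance and separated the genotypes, with *Smad4 Vil‐KO* libraries from -47.8 to -36.0 and *Smad4 Vil‐KO;Setd2 Vil‐KO* libraries at 55.0, 48.9, 22.5, 32.3 and 4.11 in the order of their replicates. The number of genes with an adjusted p under 0.05 depended on single libraries and moved most without *Smad4 Vil‐KO* replicate 3, to 847. It was 1018, 1204 and 1183 without *Smad4 Vil‐KO* replicates 1, 2 and 4, respectively, and 1273 without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 4. With the term for Y-linked counts 653 genes were higher and 632 lower, and 956 of the 1941 genes were among them. Among the libraries without Y-linked counts 1406 genes were higher and 1524 lower, with 1551 of the 1941 among them. The genes shared with these fits all kept their direction.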

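Genes were also counted by the size of the change. With a fold change over 1.5 and an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 1100 genes were higher and 911 lower in *Smad4 Vil‐KO;Setd2 Vil‐KO* IECs than in *Smad4 Vil‐KO* IECs. A fold change over 1.5 without a test gave 1542 higher and 1140 lower genes, and the addition of an adjusted p under 0.05 left 622 and 560. Without the filter on low counts the number of higher genes moved most, to 1956. At least 1 count in at least 1 library was found for 26890 genes, at least 1 count in every library for 16323 genes, and a mean of at least 1 count per library for 20250 genes. Among genes with a mean of at least 1 CPM and no overlap between the genotypes, *Apoa1*, *BC002163*, *Gm8210*, *Trim13* and *Enpep* had the largest fitted increases. *Enpep* rose from 1.16 ± 0.624 CPM (SD, n = 4) to 65.4 ± 37.6 CPM (SD, n = 5), a log2 fold change of 5.84 (standard error 0.70, adjusted p = 0.000873 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Trim13* was at least 36.2-fold higher and the pseudogene *Gm8210* at least 28.4-fold higher, and *BC002163* had a log2 fold change of 7.22. The largest fitted decreases were those of the predicted genes *Gm33901* (at least 50.8-fold lower), *Gm6344* (at least 464-fold lower), *LOC101056073* (at least 46.4-fold lower), *LOC108168376* (at least 28.0-fold lower) and *LOC108169013* (log2 fold change -8.02). For genes at the floor the fitted value depends on the prior count, so their rank is not measured, and some of the bounds lie below the measured fall of *Rpl29*, chosen after its values were seen (log2 fold change -6.32). *BC002163* and *Ndufs5*, which was chosen after its values were seen, changed in opposite directions, and their CPM summed to 40.5 ± 3.90 (SD, n = 4) and 36.4 ± 10.6 (SD, n = 5). *Gm6344* and *Gm8210* are annotated as pseudogenes in GRCm38.p6. The values of such genes are uncertain where the authors' counting could split reads between near-identical copies.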

In total, 975 genes were up‐regulated and 793 were down‐regulated (fold change > 1.5) among all 18 950 genes expressed in *Smad4^Vil‐KO^;Setd2^Vil‐KO^* IECs. KEGG analysis indicated that there was a significant enrichment of genes related to pathways in cancer, metabolism, PI3K‐AKT signalling pathway and RAS signalling pathway (Figure 4A). 

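The KEGG gene sets were not used here. Stand-ins for them were mouse Reactome sets and hand-compiled lists, each tested with a one-sided Fisher's exact test for an excess among the 2011 genes with a fold change over 1.5 and an unadjusted p under 0.05, against the 14593 genes tested. Of 36 sets with at least 5 tested genes, 19 had an excess at a Benjamini-Hochberg adjusted p under 0.05, of which 5 are lists of the study itself, and 15 when the genes were chosen by adjusted p instead. The excess was large for cytochrome P450 enzymes, with 16 of 33 genes against 4.55 expected by chance (adjusted p = 1.31e-05, Fisher's exact test), and for xenobiotic metabolism, with 9 of 13 genes against 1.79 (adjusted p = 2.98e-05, Fisher's exact test). Arginine and proline metabolism held 16 of 35 genes against 4.82 expected (adjusted p = 2.88e-05, Fisher's exact test), bile secretion 12 of 34 against 4.69 (adjusted p = 0.00364) and extracellular matrix organization 36 of 143 against 19.7 (adjusted p = 0.000618). Amino acid metabolism held 31 of 145 genes against 19.98 expected (adjusted p = 0.0199, Fisher's exact test) and bile acid metabolism 8 of 24 against 3.31 (adjusted p = 0.0273). The whole Reactome set for metabolism showed no excess, with 158 of 1171 genes against 161 expected (adjusted p = 0.874, Fisher's exact test). PI3K/AKT activation held 7 of 64 genes against 8.82 expected (adjusted p = 0.965, Fisher's exact test). None of the 22 genes of signalling to RAS, of the 31 genes of signalling to ERKs or of the 18 genes of a list of the RAS/RAF/MEK/ERK cascade was among the 2011, where 3.03, 4.27 and 2.48 were expected.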

Notably, several metabolic pathways exhibited substantial activation in the RNA‐seq results (Figure 4A). 

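For the metabolic genes of Fig. 4B the RNA-seq counts were examined gene by gene. Of the 7 genes, 6 passed the filter on low counts and all 6 were higher in *Smad4 Vil‐KO;Setd2 Vil‐KO* IECs at an adjusted p under 0.05, as they were when adjusted over the list alone. The study chose this list on these libraries, so the latter is not independent evidence. *Npc1l1* rose from 0.385 ± 0.276 CPM (SD, n = 4) to 15.5 ± 8.52 CPM (SD, n = 5), a log2 fold change of 5.24 (standard error 0.68, adjusted p = 0.00126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sterol transporters *Abcg5* and *Abcg8* rose from 8.53 ± 0.778 to 30.7 ± 14.7 CPM and from 4.89 ± 0.878 to 16.9 ± 7.73 CPM, with log2 fold changes of 1.84 and 1.79 (adjusted p = 0.00508 and 0.00514 from the same edgeR test). *Gsta1* rose from 6.91 ± 2.25 to 26.4 ± 8.69 CPM, a log2 fold change of 1.93 (standard error 0.27, adjusted p = 0.00186 from the same edgeR test). *Cyp2c44* was low in both genotypes, at 0.314 ± 0.170 and 1.36 ± 0.473 CPM (log2 fold change 2.05, adjusted p = 0.0136 from edgeR's test, 0.0015 to 0.0522 over the alternatives). *Apoa1* had no count in the *Smad4 Vil‐KO* libraries, and 612, 366, 20, 207 and 2 counts in *Smad4 Vil‐KO;Setd2 Vil‐KO* replicates 1 to 5. It was thus at least 83.8-fold higher (adjusted p = 0.0275 from edgeR's test, 2.3e-06 to 0.0823 over the alternatives, and 0.0613, 0.0563, 0.0701 and 0.0563 without *Smad4 Vil‐KO* replicates 1, 2, 3 and 4). Without any of *Smad4 Vil‐KO;Setd2 Vil‐KO* replicates 1 to 4 it was removed by the filter on low counts, which left 5 of the genes. *Apoa4*, with no count in *Smad4 Vil‐KO* libraries and 272, 528, 1, 7 and 0 counts in *Smad4 Vil‐KO;Setd2 Vil‐KO* replicates 1 to 5, was at least 56.1-fold higher and was removed by the filter on low counts. With at least 10 counts required in every library, only *Abcg5*, *Abcg8* and *Gsta1* could be tested, and all 3 were higher. With the term for Y-linked counts 5 of the genes had an adjusted p under 0.05. In the same libraries 11 of 11 tested enterocyte genes of the small intestine, a list that holds none of the genes of Fig. 4B, were higher as well.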

RT‐qPCR was performed to validate our results (Figure 4B).

**FIGURE 4:**
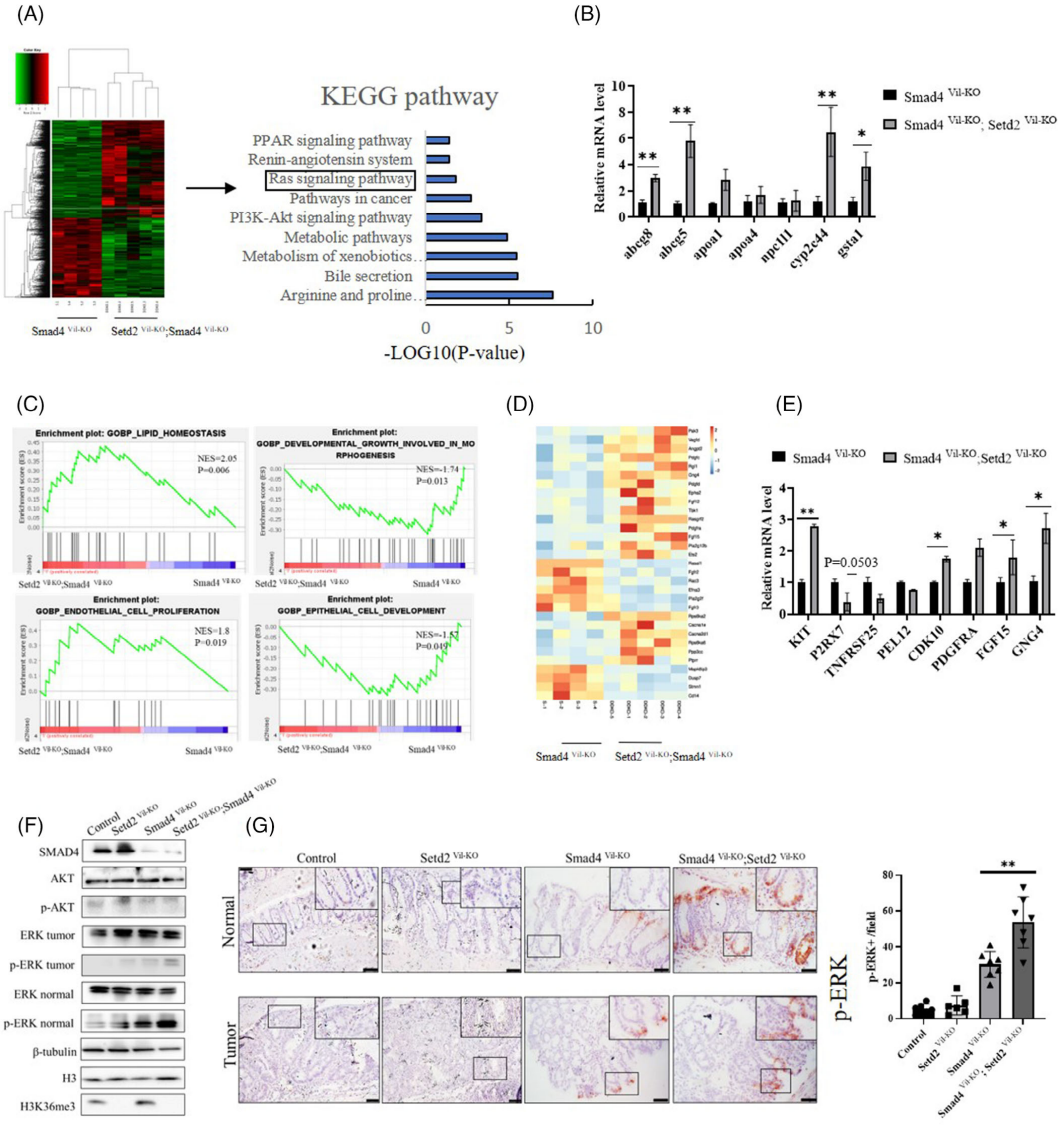
SETD2 aggravates colorectal cancer induced by SMAD4 ablation by activating RAS/ERK signalling pathway. (A) Heat map of RNA‐seq data to compare gene expression in IECs of mice treated with AOM/DSS for 10 d. KEGG term analysis of gene expression changes on the right. (B) mRNA expression levels associated with the Metabolic pathways in IECs of AOM/DSS treated (10 d) mice (*n* = 4 per genotype). (C) GSEA enrichment plots of differentially expressed genes associated with SETD2 deletion. (D) Heatmap summarises the RNA‐seq results of RAS/ERK signalling pathway related gene expression. (E) mRNA expression levels associated with the RAS/ERK signalling pathway in IECs of AOM/DSS‐treated (10 d) mice (*n* = 4 per genotype). (F) Western blot analysis of the indicated proteins in IECs isolated from AOM/DSS‐treated (10 d) mice. (G) p‐p44/p42 MAPK staining in AOM/DSS‐treated (10 d) mice. Scale bar: 100 μm. Data represent means ± S.D., and statistical significance was determined by a two‐tailed Student *t*‐test. **, *p* < .01.

Next, we employed gene set enrichment analysis (GSEA) to elucidate SETD2‐mediated signalling. 

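In place of the gene sets of the GSEA, which were not used here, metabolic lists compiled by hand and Reactome sets were tested with camera, two-sided, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 36 sets. Bile secretion was higher in *Smad4 Vil‐KO;Setd2 Vil‐KO* IECs, with 24 of 34 genes higher and a median log2 fold change of 0.29 (camera, adjusted p = 0.00249). An adjusted p under 0.05 in edgeR's quasi-likelihood test was reached by 11 of its higher and 2 of its lower genes, and by 16 and 4 when adjusted over the list alone. Within it *Abcc2* rose from 0.863 to 12.3 CPM, *Slc51a* from 10.3 to 52.5 CPM and *Slc10a2* from 18.5 to 204 CPM, while *Abcc3* was lower with a log2 fold change of -0.44. Lipid homeostasis was higher, with 23 of 31 genes higher and a median of 0.20 (camera, adjusted p = 0.00727). Its genes *Lipa*, *Soat2*, *Dgat2* and *Pparg* had log2 fold changes of 0.98, 1.62, 0.80 and 0.41. Lipid digestion, mobilization and transport (21 of 32 genes higher, median 0.14) had a camera adjusted p of 0.0293, which rose to 0.0575, 0.0689, 0.113 and 0.0829 without *Smad4 Vil‐KO* replicate 2 and *Smad4 Vil‐KO;Setd2 Vil‐KO* replicates 2, 3 and 4, and ranged from 0.00277 to 0.236, with at least 10 counts in every library, over the alternatives. Glutathione conjugation (20 of 26 genes higher, median 0.17) had a camera adjusted p of 0.0228, and 0.137 without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 3. It ranged from 0.000786 to 0.137 over the alternatives. No shift of the whole set was found by camera for metabolism (584 of 1171 genes higher, adjusted p = 0.850), metabolism of lipids and lipoproteins (200 of 397, adjusted p = 0.611), amino acids (85 of 145, adjusted p = 0.311), bile acids (13 of 24, adjusted p = 0.288, and 0.0491 with the term for Y-linked counts, in a range of 0.0491 to 0.519), extracellular matrix organization (77 of 143, adjusted p = 0.916), xenobiotics (5 of 13, adjusted p = 0.338, and 0.0198 with at least 10 counts in every library, in a range of 0.0198 to 0.8004), cytochrome P450 enzymes (17 of 33, adjusted p = 0.995) or arginine and proline metabolism (20 of 35, adjusted p = 0.995). In the last of these, members changed in both directions, with *Otc* (log2 fold change 1.69) and *Oat* (0.72) higher and *Ckmt1* (-0.98) and *P4ha2* (-0.96) lower. Of all 36 sets, 11 had an adjusted p under 0.05 with camera, and the same 11 with fry, which added 2 more. Of the 11, 4 are lists that the study chose on these libraries (Fig. 4B, the higher and the lower genes of Fig. 4D, and Table S1), and these are not independent evidence. The tested genes of lipid homeostasis include *Abcg5*, *Abcg8*, *Apoa1* and *Npc1l1* of Fig. 4B, and those of bile secretion *Abcg5* and *Abcg8*. Neither result is therefore fully independent of that choice. With a correlation estimated from the libraries, none of the 36 sets had an adjusted p under 0.05, and 6 had an unadjusted p under 0.05.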

GSEA results indicated changes in metabolic pathways, consistent with the RNA‐seq findings. Additionally, pathways related to endothelial cell proliferation, developmental growth involved in morphogenesis and epithelial cell development were altered in *Smad4^Vil‐KO^;Setd2^Vil‐KO^* IECs (Figure 4C). 

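For endothelial cell proliferation a list of genes compiled by hand stood in for the gene set. Of its 26 tested genes 16 were higher in *Smad4 Vil‐KO;Setd2 Vil‐KO* IECs, with a median log2 fold change of 0.07, and the list did not differ as a set (camera, adjusted p = 0.497, and fry, adjusted p = 0.123). At an adjusted p under 0.05 5 of its genes were higher and 0 lower in edgeR's quasi-likelihood test, at an unadjusted p under 0.05 4 were lower, and adjusted over the list alone 5 were higher and 1 lower. *Bmper*, with at most 3 counts in every *Smad4 Vil‐KO* library, was at least 5.91-fold higher. The transcripts of *Vegfd*, *Angpt2* and *Pdgfd* were higher as well, and *Apoa1* is also on this list. Gene sets for developmental growth in morphogenesis and for epithelial cell development were not analysed here.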

RNA‐seq also revealed that the genes associated with the MAPK signalling pathway and the RAS signalling pathway were significantly changed (Figure 4D). 

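The heat map of Fig. 4D shows 31 genes, whose names were read from the figure, and 29 of them passed the filter on low counts. In the RNA-seq counts all 29 changed in the direction drawn, 19 higher and 10 lower in *Smad4 Vil‐KO;Setd2 Vil‐KO* IECs. An adjusted p under 0.05 was reached by 12 of the higher and 8 of the lower genes, and by all 29 when adjusted over the list alone. The study chose the genes on these libraries, so the list alone is not independent evidence. *Fgf15* rose from 0.274 ± 0.380 CPM (SD, n = 4) to 9.57 ± 9.78 CPM (SD, n = 5), a log2 fold change of 5.01 (standard error 1.06, adjusted p = 0.0131 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0524 without *Smad4 Vil‐KO* replicate 3, and 0.0002 to 0.0524 over the alternatives). Its counts were 30 to 298 in *Smad4 Vil‐KO;Setd2 Vil‐KO* libraries and 0 to 14 in *Smad4 Vil‐KO* libraries. In the same libraries all 11 tested enterocyte genes of the small intestine were higher, with a median log2 fold change of 2.20. Whether *Fgf15* rose as part of that change was not tested. *Rasgrf2*, an exchange factor that activates RAS, rose from 5.41 ± 1.66 to 13.2 ± 2.47 CPM, a log2 fold change of 1.29 (standard error 0.24, adjusted p = 0.00706 from the same edgeR test). *Epha2* rose from 14.7 ± 3.73 to 37.0 ± 17.0 CPM, a log2 fold change of 1.33 (standard error 0.31, adjusted p = 0.0196 from the same edgeR test, 0.0579 and 0.0565 without *Smad4 Vil‐KO* replicates 1 and 4, and 0.137 with the term for Y-linked counts, the highest of the alternatives, which began at 0.000191). *Gng4* was low in both genotypes, at 3 to 5 counts in *Smad4 Vil‐KO* and 11 to 17 counts in *Smad4 Vil‐KO;Setd2 Vil‐KO* libraries (log2 fold change 1.96, adjusted p = 0.00425 from the same edgeR test). The ligands *Vegfd*, *Pdgfd*, *Pdgfc* and *Angpt2* had log2 fold changes of 1.38, 1.50, 1.00 and 0.76, and *Cacna2d1*, *Rps6ka2*, *Rps6ka6* and *Tbk1* of 1.31, 1.07, 0.75 and 0.62. Each of these 8 genes lost its adjusted p under 0.05 without single libraries. Among the fits without 1 library, the highest adjusted p in edgeR's test came without *Smad4 Vil‐KO* replicate 3 for *Vegfd* (0.0639), *Cacna2d1* (0.0567), *Pdgfd* (0.128), *Rps6ka6* (0.106) and *Tbk1* (0.105), without *Smad4 Vil‐KO* replicate 1 for *Angpt2* (0.112) and *Rps6ka2* (0.0669), and without *Smad4 Vil‐KO* replicate 4 for *Pdgfc* (0.0670). Over all alternatives the adjusted p of the 8 genes began at 0.000206, for *Cacna2d1* with DESeq2, and rose to 0.328 for *Pdgfd*, 0.265 for *Tbk1* and 0.0926 for *Pdgfc* with the term for Y-linked counts. *Fgf12*, *Rgl1*, *Cacna1e*, *Pla2g12b*, *Ets2*, *Ptprr* and *Ppp3cc* were higher by 0.64 to 1.48 on the log2 scale with adjusted p from 0.0528 to 0.0888 (edgeR's quasi-likelihood test). Without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 5 the adjusted p of *Fgf12*, *Cacna1e*, *Ets2* and *Ppp3cc* fell to 0.0453, 0.0448, 0.0460 and 0.0215 in the same test. It was 0.0485 for *Fgf12* without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 1, 0.0357 for *Rgl1* without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 2, 0.0104 for *Ptprr* without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 3, 0.0445 for *Pla2g12b* without *Smad4 Vil‐KO* replicate 3 and 0.0354 for *Ppp3cc* without *Smad4 Vil‐KO* replicate 4, and over all alternatives the adjusted p of the 7 genes ended at 0.497, for *Cacna1e* with the term for Y-linked counts. *Pdgfra* and *Pak3*, which the filter removed, had 1 to 4 and 1 to 6 counts in *Smad4 Vil‐KO* libraries and 1 to 47 and 3 to 28 counts in *Smad4 Vil‐KO;Setd2 Vil‐KO* libraries. *Pdgfra* is also made by fibroblasts, and 3 collagen transcripts together were at 10.3 ± 3.38 and 14.7 ± 7.52 CPM. The number of these genes with an adjusted p under 0.05 in the direction drawn, 20 in all, was 13, 13, 12 and 11 without *Smad4 Vil‐KO* replicates 1, 2, 3 and 4. It was 12 with the term for Y-linked counts and 20 among the libraries without such counts.

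**Figure D1:**
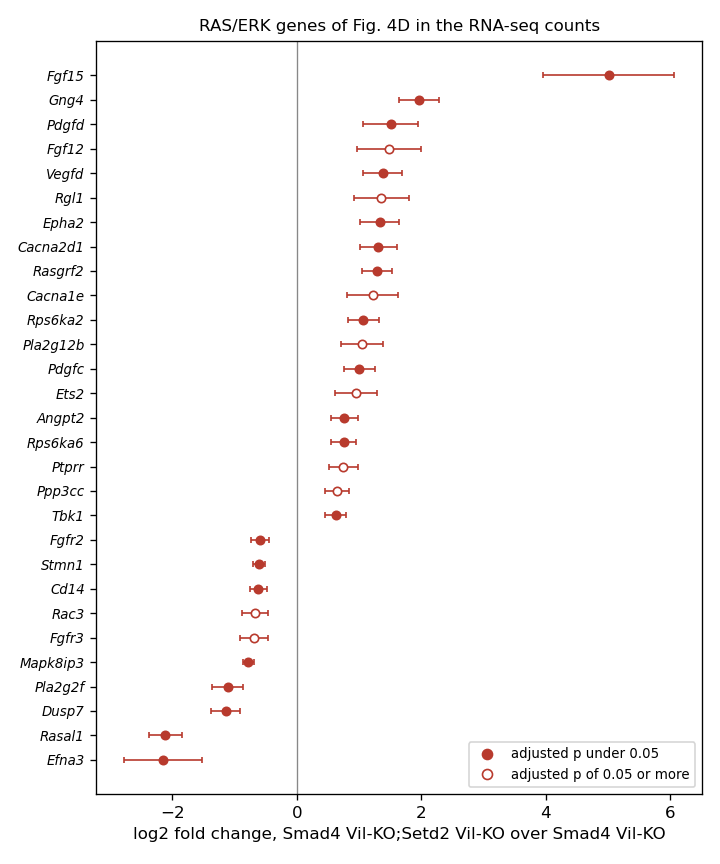
Log2 fold change of the 29 tested genes of Fig. 4D, *Smad4 Vil‐KO;Setd2 Vil‐KO* over *Smad4 Vil‐KO* IECs (x axis, points) with the standard error of edgeR's fit (bars), for 5 against 4 mice; filled points have an adjusted p under 0.05 and open points do not. The 19 genes drawn higher lie right of 0, up to 5.01 for *Fgf15*, and the 10 genes drawn lower lie left of 0, down to -2.15 for *Efna3*.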

We confirmed these alterations in mRNA expression levels through RT‐qPCR for genes related to the RAS and MAPK signalling pathways (Figure 4E). We performed WB experiments to measure the protein levels of RAS/ERK signalling pathway (Figure 4F). the WB results revealed that the expression level of p‐ERK was increased in *Smad4^Vil‐KO^* mice compared with wild‐type mice. Moreover, the expression level of p‐ERK was substantially increased in *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice compared with *Smad4^Vil‐KO^* mice. In addition, the expression level of p‐ERK was also detected by IHC staining (Figure 4G). The IHC staining results were consistent with those of WB. It's important to highlight that our primary focus was on assessing changes in the AKT signalling pathway. However, our WB results (Figure 4F) did not demonstrate a significant up‐regulation of p‐AKT. These results indicated that SETD2 ablation activate the RAS/ERK signalling pathway in *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice.

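Beyond the genes of Fig. 4D, lists compiled by hand and Reactome sets of the pathway were examined in the RNA-seq counts. In a list of 18 genes of the RAS/RAF/MEK/ERK cascade and its adaptors 10 were higher in *Smad4 Vil‐KO;Setd2 Vil‐KO* IECs, with a median log2 fold change of 0.05 (camera, adjusted p = 0.781). *Araf* was the 1 gene of this list with an adjusted p under 0.05, with a log2 fold change of -0.25 (adjusted p = 0.0388 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the Reactome sets for signalling to RAS and signalling to ERKs 9 of 22 and 13 of 31 genes were higher (camera, adjusted p = 0.737 and 0.803), and in PI3K/AKT activation 29 of 64 were higher (camera, adjusted p = 0.511). Of 10 dual-specificity phosphatases of MAP kinases 6 were higher (camera, adjusted p = 0.967). In a list of 10 transcripts used as a read-out of ERK activity, namely *Phlda1*, *Spry2*, *Spry4*, *Dusp4*, *Dusp6*, *Ccnd1*, *Epha2*, *Epha4*, *Etv4* and *Etv5*, 3 were higher and 7 lower. The median log2 fold change was -0.17 (camera, adjusted p = 0.301, and fry, adjusted p = 0.0457). The list was lower in all 19 alternatives of the set tests, and fry's adjusted p was under 0.05 in 5 of them. Of the fits without 1 library only that without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 1 kept it under 0.05 (0.0149). It was 0.0723, 0.120, 0.123 and 0.113 without *Smad4 Vil‐KO* replicates 1 to 4 and 0.0535, 0.162, 0.0589 and 0.0820 without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicates 2 to 5. *Etv5* fell from 40.2 ± 1.54 to 26.7 ± 4.35 CPM, a log2 fold change of -0.59 (standard error 0.12, adjusted p = 0.0102 from edgeR's test), and *Epha2* was the 1 gene of this list that was higher at an adjusted p under 0.05. The Reactome set of nuclear targets of MAP kinases had 6 of 23 genes higher, with a median log2 fold change of -0.14 (camera, adjusted p = 0.206, and fry, adjusted p = 0.000533, under 0.05 in 18 of 19 alternatives and 0.236 with library size alone). Fry asks whether the genes of a set shifted at all, and camera whether they shifted more than the other genes. With 13.3% of all tested genes at an adjusted p under 0.05, fry's result does not show a shift beyond that of other genes. From the changed RAS and MAPK genes of the RNA-seq, together with RT-qPCR and with the higher p-ERK found by WB and IHC, the paper concludes that loss of SETD2 activates the RAS/ERK signalling pathway in these mice.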

### 3.5 SETD2 inhibits CRC development by promoting the transcription of DUSP7 in the RAS/ERK signalling pathway

Since SETD2 regulates the expression levels of downstream genes through H3K36me3, loss of SETD2 leads to a decrease in H3K36me3 expression level. We next performed ChIP‐seq analysis on IECs isolated from *Smad4^Vil‐KO^* mice after one cycle of AOM/DSS treatment using H3K36me3 specific antibody to explore the molecular mechanism of SETD2 in SMAD4‐mutated CRC. Totally, 78 769 H3K36me3 peaks were enriched in *Smad4^Vil‐KO^* IECs, of which about 45% were in the gene body region and 42% in the promoter region (Figure 5A). To investigate the relationship between chromatin binding and transcriptional regulation, ChIP‐seq data and expression profiles were integrated for analysis. Including up‐regulated and down‐regulated genes, the Venn diagrams showed that 940 genes had expression changes after SETD2 ablation (Figure 5B). KEGG analysis revealed that these overlapping genes are related to Metabolism, RAS signalling pathway and PI3K‐Akt signalling pathway (Figure 5B). 

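The genes that Fig. 4D draws lower in *Smad4 Vil‐KO;Setd2 Vil‐KO* IECs are *Rasal1*, *Fgfr2*, *Rac3*, *Efna3*, *Pla2g2f*, *Fgfr3*, *Mapk8ip3*, *Dusp7*, *Stmn1* and *Cd14*. For 8 of these 10 every *Smad4 Vil‐KO;Setd2 Vil‐KO* library lay below every *Smad4 Vil‐KO* library. *Rasal1*, a GTPase-activating protein that turns RAS off, fell from 2.15 ± 0.266 CPM (SD, n = 4) to 0.486 ± 0.110 CPM (SD, n = 5), with 32 or 33 counts in *Smad4 Vil‐KO* libraries and 5 to 10 in *Smad4 Vil‐KO;Setd2 Vil‐KO* libraries (log2 fold change -2.12, standard error 0.27, adjusted p = 0.00113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mapk8ip3* fell from 56.3 ± 5.11 to 32.8 ± 2.44 CPM, a log2 fold change of -0.78 (standard error 0.09, adjusted p = 0.000739 from the same edgeR test), and *Stmn1* from 44.7 ± 3.65 to 29.4 ± 2.82 CPM, a log2 fold change of -0.60 (standard error 0.10, adjusted p = 0.00358 from the same test). *Pla2g2f* fell from 50.1 ± 4.96 to 23.2 ± 10.8 CPM, with *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 5 at 42.4 CPM and the others between 16.9 and 18.9 CPM. Its log2 fold change was -1.11 (adjusted p = 0.0164 from the same test, 0.05002 without *Smad4 Vil‐KO* replicate 3, and 4.2e-05 to 0.05002 over the alternatives). *Cd14* and *Fgfr2* had log2 fold changes of -0.62 and -0.59. *Cd14* had an adjusted p of 0.0152 in edgeR's test, and 0.0944 with the term for Y-linked counts, the highest of its alternatives, which began at 0.000682. *Fgfr2* had an adjusted p of 0.0242 in edgeR's test, and 0.0642, 0.0734 and 0.0506 without *Smad4 Vil‐KO* replicates 1, 2 and 4 and 0.0587 with the term for Y-linked counts, in a range from 0.00322 to 0.0734. *Efna3*, with 25 to 49 counts in *Smad4 Vil‐KO* and 0 to 18 counts in *Smad4 Vil‐KO;Setd2 Vil‐KO* libraries, had a log2 fold change of -2.15 (adjusted p = 0.0461 from edgeR's test). Its adjusted p was 0.0845, 0.106, 0.126 and 0.0784 without *Smad4 Vil‐KO* replicates 1 to 4, 0.0722 and 0.0755 without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicates 1 and 4, and 0.246 with the term for Y-linked counts, in a range that began at 0.0105. *Rac3* and *Fgfr3* were not past the threshold, with log2 fold changes of -0.67 and -0.68 (adjusted p = 0.0503 and 0.0659 from edgeR's test). The adjusted p was 0.0237 for *Rac3* without *Smad4 Vil‐KO* replicate 1 and 0.00924 for *Fgfr3* without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 5, in ranges of 0.0212 to 0.159 and 0.00924 to 0.186.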

As shown in Figure 4, the expression levels of genes involved in RAS/ERK signalling pathway were down‐regulated after SETD2 mutation, indicating that SETD2‐mediated H3K36me3 may positively regulate certain genes that inhibit RAS/ERK signalling pathway. As expected, the expression level of DUSP7 was down‐regulated in *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice compared with *Smad4^Vil‐KO^* mice (Figure 5C). DUSP7 (Dual specificity phosphatase 7) is a dual‐specificity phosphatase that possesses phosphatase activity by dephosphorylating specific tyrosine and serine residues of various substrates. Within the RAS/ERK signalling pathway, DUSP7 can dephosphorylate ERK in a site‐specific manner, thereby negatively regulating the activity of ERK protein.^33^, ^34^, ^35^ The intensity of H3K36me3 binding in exon e2 and e3 regions within the DUSP7 gene locus was increased in the H3K36me3 group compared with the Input group in the genome browser tracker (Figure 5D). We further confirmed the presence of H3K36me3 binding in the e2 and e3 regions of DUSP7 through ChIP‐qPCR, and the results indicated that the intensity of H3K36me3 binding at these loci decreased upon SETD2 ablation (Figure 5E). Moreover, based on the PCR data in TCGA database, the mRNA level of SETD2 was significantly positively correlated with DUSP7, which was consistent with our findings (Figure 5F). Consequently, our results suggested that SETD2 ablation led to the inhibition of DUSP7 expression. We performed RT‐qPCR and IHC to verify the expression level of DUSP7 regulated by SETD2 (Figure 5G). SETD2 deficiency down‐regulated the expression level of DUSP7 in both SMAD4 wild‐type and knockout cells. Furthermore, we assessed the expression level of DUSP7 in mice using WB and IHC staining, which revealed that the expression level of DUSP7 was significantly down‐regulated in *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice compared with *Smad4^Vil‐KO^* mice (Figure 5H). Taken together, our results indicate that SETD2 regulates DUSP7 to suppress the activation of RAS/ERK signalling pathway and inhibit the progression of SMAD4‐deficient CRC.

**FIGURE 5:**
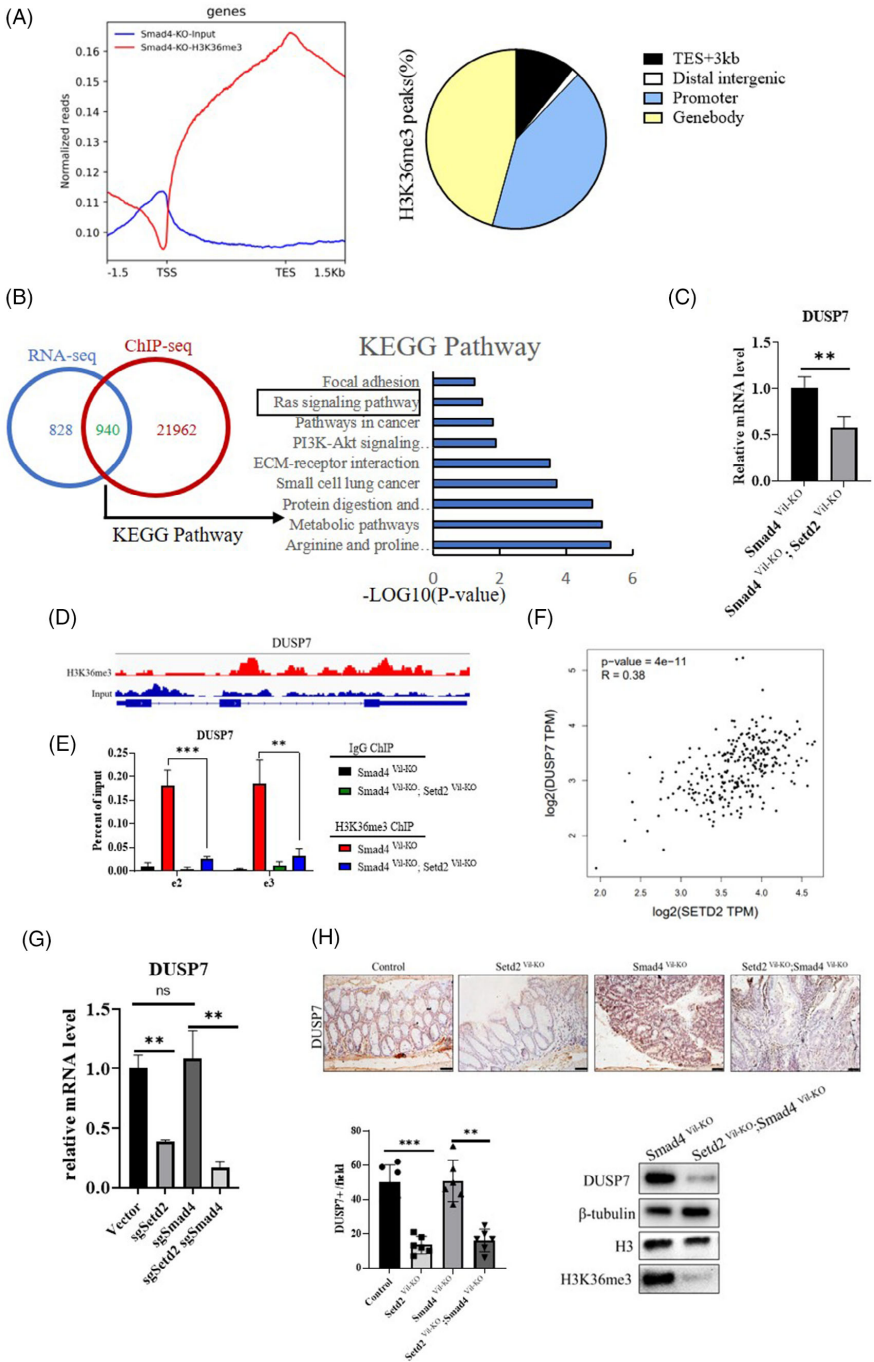
SETD2 inhibits CRC development by promoting the transcription of DUSP7 in the RAS/ERK signalling pathway. (A) Normalised read density of H3K36me3 ChIP‐seq signals in IECs isolated from *Smad4^Vil‐KO^* mice treated for 10 d with AOM/DSS. Analysis of the occupancy of H3K36me3 ChIP‐seq peaks in gene bodies and intergenic regions. (B) Venn diagram showing the number of genes harbouring H3K36me3 binding and displaying expression changes in *Smad4^Vil‐KO^* IECs. Right panel shows the KEGG analysis of the overlapping genes. (C) RT‐ qPCR analysis of DUSP7 expression in *Smad4^Vil‐KO^* and *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice as indicated. (D) Snapshot of H3K36me3 ChIP‐seq signal at the DUSP7 loci in IECs isolated from AOM/DSS‐treated (10 d) *Smad4^Vil‐KO^* and *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice. (E) ChIP‐qPCR analysis of H3K36me3 binding for DUSP7 loci in IECs from AOM/DSS‐treated (10 d) *Smad4^Vil‐KO^* and *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice, and IgG was used as the control (*n* = 3 per genotype). (F) Correlation between SETD2 and DUSP7 expression levels in CRC specimens in TCGA databases. (G) RT‐qPCR analysis of the relative mRNA expression levels in SW620 cells transfected with sgSETD2 and sgSMAD4 plasmids (*n* = 5 per genotype). (H) DUSP7 staining in AOM/DSS‐treated mice. Scale bar: 50 μm. Data represent means ± S.D., and statistical significance was determined by a two‐tailed Student *t*‐test. **, *p* < .01; ***, *p* < .001. Western blot analysis of the DUSP7 protein in IECs isolated from AOM/DSS‐treated mice.

### 3.6 Inhibition of the RAS/ERK signalling pathway suppressed the cancer progression

To further validate the relationship between SETD2 and the RAS/ERK signalling pathway in SMAD4‐deficient CRC, the ERK inhibitor SCH772984^36^ was administered to *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice as a therapeutic intervention. After the end of the first cycle of DSS administration, SCH772984 was administered to the mice via intraperitoneal injection twice daily for 14 consecutive days^37^, ^38^ (Figure 6A). IHC and WB experiments revealed a significant decrease in p‐ERK levels in colon tissues (Figures 6B and C). Throughout the treatment period, the mice in the inhibitor group displayed notably higher body weights and survival rates compared with those in the control group (Figures 6D and E). After AOM/DSS induction, the mice were then sacrificed to remove the colon. The number and size of tumours in treatment group were significantly lower than those in the control group (Figure 6F). Furthermore, IHC staining results for Ki67 and CDX2 revealed that the proliferation rate of treatment group was inhibited and the CDX2 expression was increased in the treatment group. These results suggested that SCH772984 effectively reduced the malignancy of the cancer (Figure 6G). Additionally, the mRNA levels of downstream genes in the RAS/ERK signalling pathway were significantly decreased (Figure 6H). Moreover, to further explore the link between SETD2 and RAS/ERK signalling pathway, the ERK inhibitor SCH772984 was applied on SMAD4^KO^ and SETD2^KO^;SMAD4^KO^ SW620 cells, respectively (Figure 6I). The proliferation of SMAD4^KO^ cells was not affected by SCH772984, while the proliferation of SETD2^KO^;SMAD4^KO^ cells were significantly inhibited. In addition, DUSP7 OE plasmid was also transfected in SETD2^KO^;SMAD4^KO^ SW620 cells (Figure 6J). We confirmed that DUSP7 was expressed by RT‐qPCR, and the data showed that the overexpression of DUSP7 significantly inhibited the cell proliferation in SETD2^KO^;SMAD4^KO^ SW620 cells. Finally, we further verify the clinical relevance between SETD2/DUSP7 and RAS/ERK signalling in the TCGA database. Consistent with our study, there were significantly negative correlations between expression level of MAPK3 and that of SETD2 or DUSP7, respectively (Figure 6K). All of these works demonstrate that inhibiting the RAS/ERK pathway in vivo and in vitro can alleviate CRC caused by SETD2 deficiency.

**FIGURE 6:**
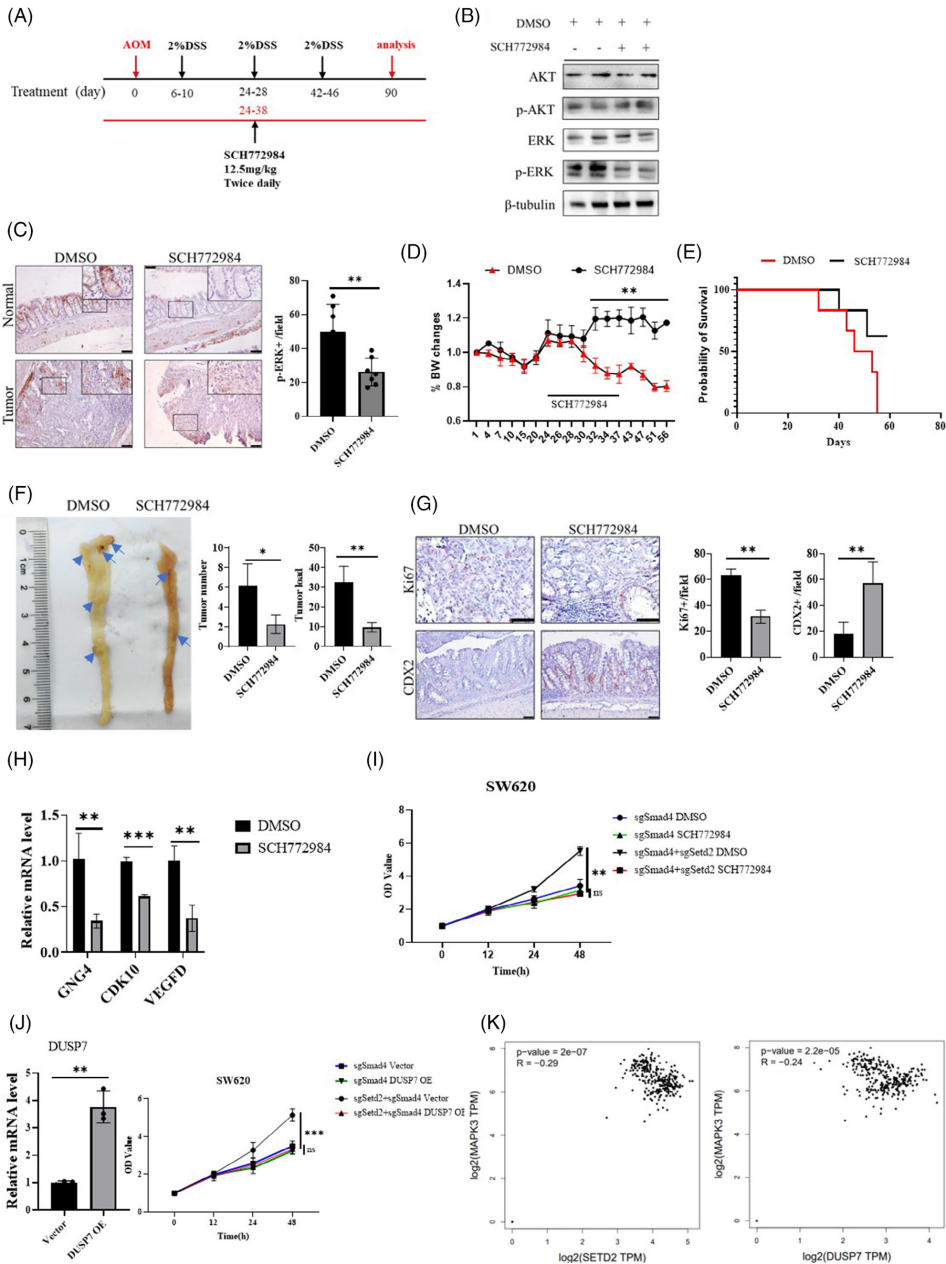
Inhibition of the RAS/ERK signalling pathway alleviated the cancer progression. (A) Schematic representation of the SCH772984 protocol used to treat CRC in mice. (B) Western blot analysis of the indicated proteins in IECs isolated from DMSO and SCH772984‐treated mice. (C) p‐p44/p42 MAPK staining in DMSO and SCH772984‐treated mice. Scale bar: 100 μm. Data represent means ± S.D., and statistical significance was determined by a two‐tailed Student *t*‐test. **, *p* < .01. (D and E) Mice were treated with DMSO and SCH772984, and losses in body weight (D) and survival (E) were recorded (*n* = 6 per genotype). (F) 90 days after AOM injection, mice were sacrificed to examine tumour burden (*n* = 6 per genotype). Scale bar: 1 cm. (G) Representative images of Ki67 and CDX2 staining are shown in tumours from mice treated with DMSO and SCH772984 after AOM/DSS‐induced CRC (*n* = 5 per genotype). Scale bar: 50 μm (top), 100 μm (bottom). Data represent means ± S.D., and statistical significance was determined by a two‐tailed Student *t*‐test. *, *p* < .05; **, *p* < .01; ***, *p* < .001. (H) mRNA expression levels associated with the RAS/ERK signalling pathway in IECs of DMSO and SCH772984‐treated mice (*n* = 4 per genotype). (I) the SMAD4^KO^ and SMAD4^KO^;SETD2^KO^ cells were treated by DMSO and SCH772984, respectively (*n* = 4 per genotype). CCK8 was used for detection. Data represent means ± S.D., and statistical significance was determined by a two‐tailed Student *t*‐test. **, *p* < .01. (J) RT‐ qPCR analysis of DUSP7 expression in SW620 transfected with vector and DUSP7 OE plasmids, respectively (*n* = 3 per genotype). CCK8 was used for detection. Data represent means ± S.D., and statistical significance was determined by a two‐tailed Student *t*‐test. **, *p* < .01; ***, *p* < .001. (K) Correlation between SETD2/ DUSP7 and MAPK3 expression levels in CRC specimens in TCGA databases.

## 4 DISCUSSION

CRC is a widespread global health concern, ranking third in incidence among both sexes, posing a significant threat to human lives.^39^ In our study, the high frequency of SETD2 and SMAD4 mutations in advanced CRC and the poor survival of patients with SETD2 and SMAD4 mutations confirmed the important roles of SETD2 and SMAD4 in CRC. Our results showed that *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice developed a more severe CRC phenotype. Activation of the RAS/ERK pathway was found by RNA‐seq, which was further confirmed by IHC and WB. Next, ChIP‐seq was performed to identify the molecular targets of SETD2. 

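*Dusp7* had 158, 186, 169 and 101 counts in *Smad4 Vil‐KO* replicates 1 to 4 and 94, 42, 45, 61 and 70 counts in *Smad4 Vil‐KO;Setd2 Vil‐KO* replicates 1 to 5. In CPM it fell from 9.90 ± 1.31 (SD, n = 4) to 4.48 ± 1.36 (SD, n = 5), a log2 fold change of -1.14 (standard error 0.23, adjusted p = 0.00996 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every *Smad4 Vil‐KO;Setd2 Vil‐KO* library lay below every *Smad4 Vil‐KO* library. With each library left out in turn the log2 fold change lay between -1.28 and -1.03, and over all alternatives the adjusted p lay between 6.01e-05 and 0.0374. With the term for Y-linked counts the log2 fold change was -1.32 (adjusted p = 0.0284 from edgeR's test). Among the libraries without Y-linked counts it was -1.32 as well (adjusted p = 0.00491 from the same test). Both fits take the genotype effect from the *Smad4 Vil‐KO* libraries and *Smad4 Vil‐KO;Setd2 Vil‐KO* replicates 3 and 4, so the equal values are not independent. *Dusp7* was the 1 gene among 10 dual-specificity phosphatases of MAP kinases with an adjusted p under 0.05. In the gene order of GRCm38.p6 it lies on chromosome 9 at 86 tested genes from *Setd2*. Of the 200 tested genes nearest *Setd2*, 18.5% had an adjusted p under 0.05, against 13.2% elsewhere. Of all windows of 200 tested genes, those near *Setd2* included, 9.96% were as high. *Rpl29*, at 85 tested genes from *Setd2* and chosen after its values were seen, fell from 206 to 2.59 CPM (log2 fold change -6.32). In these libraries, variants linked to the targeted *Setd2* allele and the loss of SETD2 cannot be told apart as the origin of the lower *Dusp7*. The ChIP-seq libraries were not analysed here.

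**Figure D2:**
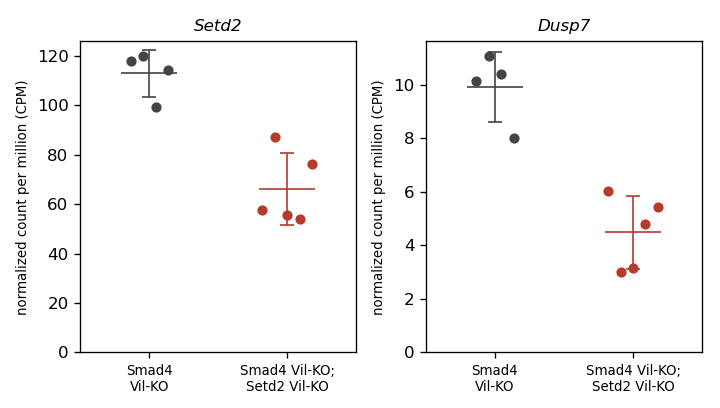
TMM-normalized CPM (y axis, from 0) of *Setd2* and *Dusp7* in each of 4 *Smad4 Vil‐KO* and 5 *Smad4 Vil‐KO;Setd2 Vil‐KO* libraries (points), with the mean (line) and SD (bars) of each genotype. The *Smad4 Vil‐KO* libraries sit at 99.2 to 120.1 CPM for *Setd2* and 8.02 to 11.1 CPM for *Dusp7*, and the *Smad4 Vil‐KO;Setd2 Vil‐KO* libraries below them at 53.9 to 87.1 and 2.99 to 6.02 CPM.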

By combining RNA‐seq and ChIP‐seq data, DUSP7 was identified as a significantly altered target. Subsequent IHC and WB analyses revealed that SETD2 mutation led to the down‐regulation of DUSP7 expression, subsequently activating the RAS/ERK signalling pathway. Finally, we treated cancer‐induced *Smad4^Vil‐KO^;Setd2^Vil‐KO^* mice with the ERK inhibitor SCH772984 and found that the inhibitor effectively inhibited the development of CRC. Additionally, the overexpression of DUSP7 in SETD2^KO^;SMAD4^KO^ SW620 cells were also inhibited the proliferation of cells.

The SMAD family is a crucial intracellular signalling component within the TGF‐β signalling pathway, with SMAD4 serving as the central signal transduction molecule.^7^ TGF‐β signalling is mediated through two TGF‐β receptors situated on the cell membrane: the TGF‐β type I receptor and TGF‐β type II receptor (TGFBR1, TGFBR2).^40^, ^41^ Upon ligand binding, these receptors phosphorylate downstream R‐SMAD proteins, activating their transcriptional regulatory functions. As a downstream transcriptional regulator, R‐SMAD binds to Co‐SMAD (SMAD4) and translocates to the nucleus to exert its transcriptional regulatory activity.^42^, ^43^ SMAD4 has a 14% mutation rate in CRC, indicating its important role in CRC. Deletion of SMAD4 in CRC represents a distinct CRC subtype. Smad4‐deficient CRC patients had a shorter recurrence‐free survival. In embryos, deletion of SMAD4 blocked gastrulation.^29^ Mutations in SMAD4 lead to the formation of gastrointestinal tumours.^9^ Deletion of SMAD4 promotes the up‐regulation of NLE1, which leads to the growth and metastasis of CRC.^44^ In addition, SMAD4 also plays an important role in PDAC and lung cancer.^45^, ^46^

Histone modifications are one of the important forms of epigenetic regulation, of which histone methylation is a key determinant of chromatin status.^47^ SETD2 is the only known H3K36 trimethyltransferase. It has been reported that SETD2 plays an important role in cancer. Notably, SETD2 deficiency causes experimental colitis^15^ and in clinical data, we have observed a tendency for SETD2 deficiency to be associated with CRC. In this study, we found that the simultaneous deletion of SETD2 and SMAD4 in mice led to an increased number and size of colorectal tumours and reduced survival rates, aligning with clinical data. Our experimental results indicated that SETD2 deletion alone did not lead to ERK activation, and SMAD4 deletion alone only leads to partial activation of ERK. However, the co‐mutation of SETD2 and SMAD4 activated the RAS/ERK signalling pathway, suggesting that SETD2 and SMAD4 have synergistic effects in suppressing the development of CRC.

The RAS/ERK pathway is activated by most growth factors, cytokines and immune receptors, integrin and chemokine receptors. Receptor tyrosine kinase binds to extracellular growth factors and activates RAS, initiating downstream intracellular signalling.^48^ SETD2 directly affects the transcriptional initiation of Fgfr3 through H3K36me3 modification in the distal promoter region, thereby activating ERK signalling pathway to regulate endoderm differentiation.^21^ In CRC, mutations in a variety of genes can activate ERK, such as METTL3^49^, EGFR^50^ and BRAF.^51^ There is also evidence that SMAD4 deficiency prolongs TGF‐β‐mediated ERK phosphorylation and activation in HCT116 cells.^52^ In our study, SMAD4 deficiency led to up‐regulation of ERK, and SETD2 deficiency resulted in down‐regulation of DUSP7, which enhanced ERK activity. The DUSP7, located on human chromosome 3p21, which specifically binds to p‐ERK1/2 and dephosphorylates it to inhibit the MAPK signalling pathway.^53^, ^54^ DUSP7 is associated with a set of cellular activities, including promoting the meiosis of oocytes,^55^ promoting T cell differentiation,^56^ and losing the versatility of embryonic stem cells.^57^ Notably, the loss of DUSP7 has been linked to chromosomal fusion defects.^58^ DUSP7 plays an important role not only in development, but also in tumours. Loss of DUSP7 promotes oestrogen‐dependent growth of breast cancer cells,^59^ and increased DUSP7 expression levels have been associated with reduced proliferation and invasion of renal cancer cells.^60^ However, the relationship between DUSP7 and tumourigenesis of CRC has not been reported. In our work, we found that the expression level of DUSP7 is regulated by SETD2. Deletion of SETD2 led to a decrease of DUSP7 expression, resulting in the up‐regulation of ERK activity and the activation of the RAS/ERK signalling pathway. It has been reported that the co‐mutation of RAS, SMAD4 and TP53 in metastatic CRC is associated with poor prognosis while the mutation of RAS or TP53 alone is not,^61^ which reflected the complexity of CRC development. CRC development is often associated with multiple genetic mutations. It has been reported that the co‐mutation of SMAD4 with TP53 or Catnb leads to malignant development of CRC.^62^, ^63^ In our study, we found that SETD2 deficiency exacerbated the malignant development of SMAD4‐deficient CRC through the RAS/ERK signalling pathway. This study indicates that SETD2 might be an upstream regulator of the RAS/ERK signalling pathway. Moreover, whether SETD2 deletion enhanced the metastasis of SMAD4‐deficient CRC needs to be further studied.

## SIGNIFICANCE

SETD2‐mediated H3K36me3 inhibits the RAS/ERK signaling pathway by facilitating the transcription of DUSP7 in SMAD4‐deficient CRC, which could provide a potential therapeutic target for the treatment of advanced CRC.

## CONFLICT OF INTEREST STATEMENT

The authors have declared that no conflict of interest exists.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

All data are available from the authors upon reasonable request. RNA‐seq and ChIP‐seq raw data have been deposited in the Gene Expression Omnibus (GEO) under accession number GEO: GSE 228023 and GSE 228024.

How the deposited data were processed for this re-analysis (not part of the article)

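RNA-seq was analysed from IECs of 4 mice of the *Smad4 Vil‐KO* genotype and 5 of the *Smad4 Vil‐KO;Setd2 Vil‐KO* genotype, collected at 10 days of the AOM/DSS treatment (AOM 10 mg/kg, 1 course of 2% DSS). Each library was assigned its genotype and replicate from the sample labels, and every column of the table belonged to 1 of the 9 libraries. The authors deposited a table of whole-number counts per gene symbol, with no normalization and no pooling of mice. The paper's text gives the EDTA isolation of the IECs and the use of GO and KEGG analyses, and names no aligner, counting program, genome build, annotation or differential expression tool. Its general statement on statistics gives Student's t-test and ANOVA with a threshold on p and names no adjustment for the number of genes. Since the build is not stated, no coordinates are given, and the RefSeq gene table of GRCm38.p6 was used only for names, for the order of genes along chromosomes and for annotated kinds of genes.

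The table held 46095 symbols. Of these, 27 had been turned into dates and were kept in the library totals and the tests without a name. The authors' counting could split reads between near-identical genes and pseudogenes, and whether it used strand is not stated. The total count per library was 12487129 to 17120202. Mitochondrial genes took 5.62% to 10.3% of the counts and the 10 most abundant genes 8.55% to 13.3%. Libraries of 1 genotype differed far beyond sampling noise, with a chi-square of at least 10.8 per gene for every pair, so that all 9 were counted as separate replicates.

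All computation used R 4.3.3. Genes were kept with filterByExpr of edgeR 4.0.16 by genotype (14593 genes), normalized with TMM, and tested on the deposited counts with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all 9 libraries and without covariates. Standard errors of log2 fold changes are the absolute log2 fold change over the root of the test's F. A fold change over 1.5 with an unadjusted p under 0.05 was counted as a second set of calls, with the fold change that the paper's text gives. A gene with at most 3 counts in every library of a genotype was taken to be at the floor there. Gene sets were 29 lists, compiled by hand or read from the paper's figures and Table S1, and 13 mouse Reactome sets distributed with fgsea 1.28.0, matched by Entrez identifier (for metabolism 1502 of 1535 genes). Of these, 36 had at least 5 tested genes and were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01) and with fry, and for over-representation with one-sided Fisher's exact tests. The KEGG and GO sets of the paper were not used here.

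The method was tested on simulated counts made from the means and library sizes of these libraries. In them, 200 of the 14593 genes were changed by set folds. Of the simulated genes 14347 passed the filter on low counts, and a changed gene that it removed counted as not recovered. Each set fold was larger in size than the measured change of *Setd2* (log2 fold change -0.77), so recovery of smaller changes was not tested. The edgeR test recovered 149 of the 200 (74.5%) with 7 false calls at an adjusted p under 0.05. DESeq2 1.42.0 recovered 162 with 24 false calls, and limma-voom 145 with 8.

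The genes named in the text were fixed by a rule. They are the genes of Fig. 4B, Fig. 4D, Fig. 4E, Fig. 6H and Table S1, the sex-linked genes, *Cdx2*, *Setd2*, *Smad4*, *Dusp7*, *Mapk3* and *Mki67*, the members of any other list described that had an adjusted p under 0.05, and the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the genotypes. Not every gene that met the rule is reported here. Where another gene is named, it was chosen after its values were seen. The names of Fig. 4D were read by eye.

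The sample mapping, the tests of genes and gene sets between the genotypes, the genes named in the study, the gene lists other than that of clock genes, and the following alternatives were fixed before the data were examined: DESeq2, limma-voom with quality weights, robust dispersion, DESeq2's size factors in edgeR, library size alone, no filter on low counts, at least 10 counts in every library, each library left out in turn, the replicate number as a block, other thresholds for the calls, fry, and camera with an estimated correlation. A term for libraries with Y-linked counts, the libraries without such counts alone, and a correction for GC content and transcript length were added after the data were seen. The clock genes, and the tests of linked variants, strain segments, shared reads, carried-over tissue, sampling site, interferon genes, gene length and clock phase as explanations, were chosen after the data were seen as well. In up to 100 of the 126 possible splits of the 9 libraries into 4 and 5, the real one included, the fits were repeated. RT-qPCR, WB, IHC, ChIP-seq, SW620 cells and patient data were not analysed here.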

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

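The tests of library size, of Y-linked counts as a sex difference, of small-intestinal expression and of other splits of the libraries were chosen before their results were seen, and the tests of sex as a whole cause, the circadian clock, shared reads, carry-over, sampling site, strain segments and the neighbours of *Setd2* were chosen only afterwards.

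A sample stood apart from the others of its genotype in 8 of 124 groups of values, where 6.2 are given by chance, so these 8 are no more than chance gives. Gaps between samples were taken on a log scale, with 0.5 added to each CPM value. The gap to the nearest other sample, as a share of the range of the group, was 0.961 for *Smad4* and 0.904 for *Kit* in *Smad4 Vil‐KO* replicate 1 (92.7 CPM against 54.3 to 55.4, and 94.6 CPM against 69.5 to 71.5). It was 0.900 for *Ppp3cc* in *Smad4 Vil‐KO* replicate 4 (8.49 CPM against 5.58 to 5.82) and 0.877 for *Pla2g2f* in *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 5. The other values rest on few counts: 1 for *Eif2s3y* in *Smad4 Vil‐KO* replicate 4 (1 count), 0.926 for *BC002163* in the same library (5 counts) and 1 for *LOC108168376* in *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 5 (2 counts). The total count of *Smad4 Vil‐KO* replicate 4, at 12487129, was the lowest of all (0.848). A lower library size in itself did not account for the calls between genotypes. With every library thinned to 12487129 counts, 1822 genes of 14402 tested had an adjusted p under 0.05, and 1754 of them were among the 1941 found with all counts. No biological explanation of the single samples was tested.

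Y-linked transcripts, which the paper does not discuss, reached 4907 counts in *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 1 and 3857 or more in 3 of the 5 *Smad4 Vil‐KO;Setd2 Vil‐KO* libraries, against 0 or 1 in each *Smad4 Vil‐KO* library, while *Xist* was nearly absent from the same 3. These counts are consistent with 3 males and 2 females of the *Smad4 Vil‐KO;Setd2 Vil‐KO* genotype and 4 females of the *Smad4 Vil‐KO* genotype, a mix that differs between the genotypes. Sex as the whole cause of the calls is argued against by the 956 of 1941 genes that stayed past the threshold with a term for the 3 libraries, and *Dusp7* stayed lower (-1.32). Among the libraries without Y-linked counts, 1551 of the 1941 were called in the same direction. Both fits take the genotype effect from the *Smad4 Vil‐KO* libraries and *Smad4 Vil‐KO;Setd2 Vil‐KO* replicates 3 and 4, so they are not independent. For a gene called in neither of these fits, genotype and sex stay open, because no male *Smad4 Vil‐KO* library is there to compare. The *Setd2* labels are borne out, since *Setd2* was lower in each *Smad4 Vil‐KO;Setd2 Vil‐KO* library than in each *Smad4 Vil‐KO* library. *Smad4*, the target in both groups, cannot check them and was uneven, at 54.3 to 92.7 CPM in *Smad4 Vil‐KO* and 38.2 to 114 CPM in *Smad4 Vil‐KO;Setd2 Vil‐KO* libraries. Whether its deletion was equally complete in all 9 was not tested.

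Enterocyte genes of the small intestine, outside the genes that the paper discusses, rose in *Smad4 Vil‐KO;Setd2 Vil‐KO* IECs, with a median log2 fold change of 2.20 over 11 tested genes, all of them higher (camera, adjusted p = 4.63e-07). Posterior *Hox* genes of the distal colon fell, with a median of -1.09 over 6 genes, all lower (camera, adjusted p = 0.00301). *Sis* rose from 2.78 to 155 CPM, *Mttp* from 4.41 to 102 CPM and *Fabp6* from 4.60 to 33.1 CPM, and *Fabp1* was at least 21.1-fold higher. *Hoxd13* fell from 80.3 to 41.5 CPM, *Hoxb13* from 173 to 101 CPM, and *Hoxd12* by 1.31 on the log2 scale. The genes of Fig. 4B may be part of this wider gain of small-intestinal expression (camera, adjusted p = 4.63e-07 for the list, which holds none of them). The bile secretion list shares *Slc10a2*, *Slc5a1* and *Cyp3a11* with it and the lipid homeostasis list *Apob* and *Apoc3*, so these set results are not independent. Carried-over small-intestinal tissue rich in *Apoc3*, *Lct* and *Cyp3a11* is argued against. *Apoc3*, *Lct* and *Cyp3a11* reached at most 7 counts in any library, while *Sis* had 1100 to 3537 and *Mttp* 388 to 1909 counts in *Smad4 Vil‐KO;Setd2 Vil‐KO* libraries. Carry-over from a part of the small intestine that makes little of these was not tested. A sampling site nearer the cecum for *Smad4 Vil‐KO;Setd2 Vil‐KO* animals would lower the posterior *Hox* genes, as seen (-1.09), and cannot be told apart from the genotype because the site is not recorded. *Cdx2* was unchanged between genotypes (log2 fold change 0.04, adjusted p = 0.835, edgeR's quasi-likelihood test), with a sign that depended on the fit.

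Enteroendocrine genes rose in *Smad4 Vil‐KO;Setd2 Vil‐KO* IECs as well, with a median log2 fold change of 1.17 over 8 genes, 7 of them higher (camera, adjusted p = 0.00301). *Chga* rose from 14.4 to 52.8 CPM, *Chgb* from 33.7 to 101 CPM, *Tph1* from 3.65 to 10.3 CPM and *Neurod1* from 0.850 to 2.53 CPM. Of the other lists of cell types, goblet cells had 2 of 8 genes higher (camera, adjusted p = 0.206), with *Muc2* falling from 6143 to 2003 CPM, Paneth cells 3 of 5 (adjusted p = 0.737), stem cells 2 of 6 (adjusted p = 0.803) and colonocytes 3 of 10 (adjusted p = 0.301). Single members of these lists had an adjusted p under 0.05 in edgeR's quasi-likelihood test. *Defa24* of the Paneth list was higher by 3.15 on the log2 scale, *Olfm4* of the stem cell list rose from 1.48 to 53.1 CPM and *Sox9* fell by 0.46, and *Slc37a2* of the colonocyte list fell by 1.50. A share of the set results could also arise by grouping alone, since 18 of 100 splits of the libraries gave as many sets as the 11 found, 4 of which are the study's own lists. The other splits had a median of 5 and a maximum of 19.

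*Arntl*, a gene of the circadian clock that the paper does not discuss and that was chosen after its values were seen, fell from 78.2 to 35.0 CPM in *Smad4 Vil‐KO;Setd2 Vil‐KO* IECs (log2 fold change -1.16, adjusted p = 0.000226 from edgeR's quasi-likelihood test). *Dbp*, *Tef* and *Ciart*, chosen in the same way, rose by 3.15, 2.68 and 2.95 on the log2 scale. Of the other clock genes, without these 4, 8 of 8 tested moved in the direction of their phase and 5 of them had an adjusted p under 0.05 in the same edgeR test (exact two-sided sign test, p = 0.00781, across genes, which are not independent). *Nr1d1* and *Nr1d2* were higher by 1.76 and 1.64, *Npas2* lower with a log2 fold change of -1.43, and *Clock* nearly level at -0.06. A different time of day at collection, or of feeding, is therefore a candidate explanation for part of the changes between genotypes, as is an effect of the genotype on the clock. The times of collection are not stated in the paper's text, and these 2 explanations were not separated.

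*Ndufs5* fell from 40.3 to 0.877 CPM (log2 fold change -5.54), with 474 to 734 counts in *Smad4 Vil‐KO* and 2 to 21 in *Smad4 Vil‐KO;Setd2 Vil‐KO* libraries, while *BC002163* had 3 to 5 and 331 to 673 counts. Their summed CPM was 40.5 ± 3.90 and 36.4 ± 10.6, a log2 ratio of -0.15 (exact permutation test, two-sided, p = 0.492). The pair thus may be reads that the counting assigned to 1 or the other of 2 near-identical copies, as a sequence difference between the mice would do. *Rpl29*, chosen after its values were seen, fell from 206 to 2.59 CPM (2443 to 3503 counts against 17 to 47), and *Gm8210*, which carries *Rpl29* among its older names in the RefSeq table, rose only from 0.0666 to 5.63 CPM. The balance seen for *Ndufs5* and *BC002163* is thus absent from this pair. *Hmgn2*, chosen in the same way, fell from 26.1 to 2.88 CPM. Segments of another mouse strain are a candidate source of such changes. The 199 genes with no overlap between the genotypes, an adjusted p under 0.05 and a log2 fold change beyond 2 in size held 39 pairs within 10 tested genes of each other in the gene order, against a median of 28 in shuffled positions, 0.0268 of which gave as many. The paper describes the mice as C57BL/6 and littermates were its controls. Whether the authors' read processing differed between the genotypes was not tested.

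*Rpl29* and *Dusp7* lie 85 and 86 tested genes from *Setd2* on chromosome 9. Of the 200 tested genes nearest *Setd2*, 18.5% had an adjusted p under 0.05, against 13.2% elsewhere. Among all windows of 200 tested genes, those near *Setd2* included, 9.96% were as high. In these libraries, variants linked to the targeted *Setd2* allele and the loss of SETD2 cannot be told apart as the origin of the lower *Dusp7*. Every *Smad4 Vil‐KO;Setd2 Vil‐KO* library carries both. The paper also reports lower DUSP7 in SW620 cells that lack SETD2, which do not carry the mouse allele. It further reports less H3K36me3 at *Dusp7* by ChIP-qPCR after *Setd2* deletion. Neither experiment was analysed here.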

How the results depend on the processing

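The correction for GC content and transcript length and the 2 treatments of Y-linked counts were chosen only after the results were seen, and no test was added to this part otherwise.

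*Setd2* and *Dusp7* kept their direction and an adjusted p under 0.05 in each alternative run (0.0253 and 0.0374 at most, edgeR's quasi-likelihood test). The number of Fig. 4B genes stayed at 5 to 7 except with at least 10 counts required in every library (3), where fewer genes could be tested. *Smad4* changed sign, without a call, under limma-voom (-0.18), with the term for Y-linked counts (-0.71) and without the libraries that have them (-0.70). Across the 9 fits that each left out 1 library its log2 fold change ran from -0.11 to 0.37.

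The numbers of genes moved more. Leaving out 1 library gave 455 to 1380 higher and 392 to 1316 lower genes by adjusted p, and 11 to 23 genes of Fig. 4D. The numbers of higher and of lower genes were lowest without *Smad4 Vil‐KO* replicate 3, the number of Fig. 4D genes was lowest without *Smad4 Vil‐KO* replicate 4, and all 3 numbers were highest without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 5. The fits without an *Smad4 Vil‐KO* library rest on 3 mice of that genotype, and the cause of the rest of the change was not tested. The term for Y-linked counts gave 653 higher and 632 lower genes and 12 genes of Fig. 4D, and the libraries without such counts 1524 lower genes. Limma-voom gave 1525 lower genes. By fold change and p, 1956 genes were higher without the filter, where 26890 genes were tested. With an adjusted p in place of p, 622 were higher and 560 lower. The number of genes expressed was 16323 with a count in every library and 14593 after edgeR's filter. Apart from the filter and the number of samples, the cause was not tested. Every gene of the 1941 that was also called in another of these fits had the same direction there.

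The set results rest on the preset correlation, since with an estimated one 0 sets passed (6 at an unadjusted p under 0.05). Several sets with no call changed direction by camera, with these median log2 fold changes. Cytochrome P450 had 0.0112 with DESeq2 and with its size factors, 0.0418 with library size alone, and -0.25 with at least 10 counts in every library. Extracellular matrix had 0.0632 with the replicate block, 0.0506 with the Y-linked term, 0.0612 without Y-linked libraries and 0.118 with the GC correction. Arginine and proline metabolism had 0.0507 with limma-voom, 0.0835 with the replicate block, 0.0652 and 0.102 in the 2 treatments of Y-linked counts and 0.116 with the GC correction. Without the filter, metabolism had -0.00229, metabolism of lipids -0.0112, xenobiotics 1.01 and the RAS/ERK cascade 0.0299. With the GC correction, signalling to ERKs had 0.0114, signalling to RAS 0.0285, the MAP kinase phosphatases 0.239 and *Mapk3* 0.0228. The phosphatases had 0.229 with the replicate block and 0.0172 without Y-linked libraries. In the 2 treatments of Y-linked counts, the RAS/ERK cascade had -0.0246 and -0.0195, interferon genes -0.30 and -0.30, and *Cdx2* -0.00691 and -0.00276. Endothelial proliferation had 0.0317 with at least 10 counts in every library. With 1 library left out, the ranges were -0.124 to 0.114 for cytochrome P450, -0.0173 to 0.0819 for extracellular matrix, -0.0108 to 0.0239 for metabolism, -0.0623 to -0.0114 for signalling to ERKs, 0.0478 to 0.106 for arginine and proline, -0.0151 to 0.253 for the phosphatases and -0.0450 to 0.0905 for *Cdx2*. The cause was not tested.

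Replicate numbers did not pair the mice, since deviations of same-numbered libraries correlated at -0.10, -0.10, 0.02 and 0.09 across genes. With the replicate block, over 4 numbers, *Smad4* had a log2 fold change of -0.13, 807 genes were higher and 774 lower. Of the other values with a test, 4 gained and 7 lost an adjusted p under 0.05 with the block. DESeq2 gained 11, limma-voom gained 7 and lost 1, library size alone gained 2, robust dispersion lost 1, the fit without a filter gained 3 and lost 4, and that with at least 10 counts in every library gained 1 and lost 1. The Y-linked term gained 2 and lost 13, the libraries without Y-linked counts gained 5 and lost 5, and the GC correction lost 3. In the fits that left out 1 library, 62 of 820 lost it and 16 gained it. Robust dispersion gives no camera value, and genes under the stricter filter have none. Depth limits the transcripts near the floor, such as *Apoa4*, *Pak3* and *Pdgfra*, which the filter removed.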

Differences from the paper's values

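The comparisons with other measures in this part were chosen only after the results were seen. Neither of the paper's numbers of changed genes differed from the present ones by more than 1.5 times. The paper gives 975 higher and 793 lower genes at a fold change over 1.5, against 1100 and 911 with an unadjusted p under 0.05 added. Without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 1 the number of lower genes was 793, the paper's value, and that of higher genes 893 against the paper's 975. Of the alternatives set before the data were examined, the number of higher genes was farther than 1.5 times from the paper's without a filter (1956), by fold change alone (1542) and with an adjusted p (622). That of the lower genes was so without a filter (1366). The paper's number of expressed genes lies between the 16323 genes with a count in every library and the 20250 with a mean of at least 1 count, and below the 26890 with at least 1 count in a library.

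The paper states that the RAS/ERK genes of Fig. 4 went down after SETD2 mutation. In these libraries 19 of the 29 tested genes of Fig. 4D were higher in *Smad4 Vil‐KO;Setd2 Vil‐KO* IECs and 10 lower, in each case as the heat map draws them. The paper describes the genes of Fig. 4D as significantly changed, and 9 of the tested ones had an adjusted p of 0.05 or more in edgeR's quasi-likelihood test. All 9 passed with DESeq2, 5 with limma-voom (*Rgl1*, *Fgf12*, *Ppp3cc*, *Rac3* and *Fgfr3*), *Ptprr* and *Fgfr3* without a filter, and *Fgfr3* with the replicate block. With 1 library left out, *Fgf12*, *Ets2*, *Cacna1e*, *Ppp3cc* and *Fgfr3* passed without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 5, *Fgf12*, *Rgl1* and *Ptprr* without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicates 1, 2 and 3, and *Rac3*, *Pla2g12b* and *Ppp3cc* without *Smad4 Vil‐KO* replicates 1, 3 and 4, respectively. In the alternatives added after the data were seen, *Rgl1* passed with the Y-linked term, and *Rgl1*, *Fgf12* and *Fgfr3* in the libraries without Y-linked counts. *Pdgfra*, which the filter removed, passed without it (adjusted p = 0.0446, edgeR), as did *Apoa4* (adjusted p = 0.0299), and *Pak3* did not (adjusted p = 0.0773).

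In Fig. 4E, *Kit* and *Cdk10* are higher after *Setd2* deletion by RT-qPCR. In the RNA-seq counts both were lower. *Cdk10* fell from 21.9 ± 2.00 to 13.3 ± 1.29 CPM (log2 fold change -0.72, adjusted p = 0.0034, edgeR's quasi-likelihood test) and was lower in every alternative. *Kit* fell from 76.7 ± 12.0 to 48.5 ± 15.9 CPM (log2 fold change -0.66, adjusted p = 0.0653, and 0.0107 to 0.193 over the alternatives, in all of which it was lower). *P2rx7* and *Tnfrsf25* were lower in both measures, with log2 fold changes of -0.99 and -1.27 in the counts. In Fig. 4B the bars of *Apoa1*, *Apoa4* and *Npc1l1* carry no mark of significance in RT-qPCR, while in the counts *Apoa1* was at least 83.8-fold higher, *Apoa4* at least 56.1-fold higher and *Npc1l1* higher by 5.24 on the log2 scale. The bounds of *Apoa1* and *Apoa4* are for the mean of uneven *Smad4 Vil‐KO;Setd2 Vil‐KO* libraries, with 2 to 612 and 0 to 528 counts.

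The paper's KEGG analysis lists the RAS and PI3K-AKT pathways and metabolism among the enriched terms. The Reactome stand-ins, which are other gene sets, held 0 of 22 genes for signalling to RAS, 7 of 64 for PI3K/AKT activation and 158 of 1171 for metabolism among the 2011 genes counted by fold change and p, none of them above chance. Smaller metabolic sets did have an excess, among them cytochrome P450 enzymes (16 of 33), xenobiotics (9 of 13), amino acids (31 of 145) and bile acids (8 of 24). Metabolism of lipids and lipoproteins (46 of 397) and lipid homeostasis (8 of 31) did not reach an adjusted p under 0.05 (Fisher's exact test). The paper lists endothelial cell proliferation among the altered sets, and the list compiled here for it did not differ as a set by camera in any alternative run.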

Other observations

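The tests of other splits, ERK read-out genes, fibroblasts, endothelial cells, proliferation and leukocytes were chosen before their results were seen, and those of GC content, gene length and interferon genes only afterwards.

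How the mice were grouped by chance does not account for the number of genes that differ. Among 100 of the 126 splits of the 9 libraries into 4 and 5, 2 gave at least 1941 genes with an adjusted p under 0.05, the real one included, and the median of the others was 0. The second was the split of *Smad4 Vil‐KO;Setd2 Vil‐KO* replicates 1 to 4 against all other libraries, with 2105 genes, in which *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 5 sits with the *Smad4 Vil‐KO* libraries. It likewise gave 2176 genes by fold change and p, so that 2 splits reached the 2011 of the genotypes, and the others had a median of 215. For the genes of Fig. 4D and of Fig. 4B 1 split, the real one, gave as many, which decides nothing, because the study chose these genes on these libraries.

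The paper concludes that RAS/ERK signalling is activated, and a hypothesis that follows is that transcripts commonly induced by ERK are higher. The 10 genes of the list were not higher as a set. By fry, which asks whether the genes shifted at all, they were lower (adjusted p = 0.0457, median log2 fold change -0.17). By camera, which asks whether they shifted more than the other genes, they did not differ (adjusted p = 0.301). The list was lower in all 19 alternatives. That it was lower rests on the choice of fit, since fry's adjusted p was under 0.05 in 5 of the 19 and ran from 0.0149, without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 1, to 0.197, with library size alone. *Epha2* went the other way, at 1.33. The transcripts were measured in all IECs at 10 days, and p-ERK, which the paper measured, was not analysed here. *Mapk3*, which encodes ERK1, had a log2 fold change of -0.14 (adjusted p = 0.280, edgeR's quasi-likelihood test).

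Of cells other than the epithelium, more fibroblasts could raise *Pdgfra*, which was 7.15-fold higher on average. The collagens *Col1a1*, *Col1a2* and *Col3a1* rose 1.43-fold together (10.3 ± 3.38 to 14.7 ± 7.52 CPM, exact permutation test, two-sided, p = 0.349), and *Pdgfra* per collagen count did not differ (exact permutation test, p = 0.159), so that fibroblast content and expression in each cell cannot be told apart at these low counts. The list of fibroblast genes had 5 of 8 higher (camera, adjusted p = 0.617), with *Fn1* lower at -1.78. It was in excess among the 2011 genes counted by fold change and p, with 4 of 8 against 1.10 expected (Fisher's exact test, adjusted p = 0.0317), and not among those counted by adjusted p, with 1 of 8 (adjusted p = 0.845). More endothelial cells are argued against as the whole source of the higher *Vegfd* (2.61-fold), since the 8 endothelial genes summed to 9.82 ± 0.255 CPM in *Smad4 Vil‐KO* and 9.32 ± 1.55 CPM in *Smad4 Vil‐KO;Setd2 Vil‐KO* libraries (exact permutation test, two-sided, p = 0.563), and the highest *Smad4 Vil‐KO;Setd2 Vil‐KO* library was at 1.17 times the *Smad4 Vil‐KO* mean. *Vwf* made up most of this sum (6.04 and 5.09 CPM), and *Pecam1* was higher (1.86 and 2.41 CPM). At low counts *Kdr*, *Tie1*, *Cdh5* and *Egfl7* were higher on average and *Emcn* and *Tek* lower.

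Proliferation genes were higher in 9 of 10 cases with a median log2 fold change of 0.21 (camera, adjusted p = 0.206, 0.0402 without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicate 5, 0.0432 with the replicate block, in a range of 0.0402 to 0.588 over the alternatives), and *Mki67* had 0.21 (adjusted p = 0.307, edgeR). A rise in proliferation could not be told from none. Leukocyte genes were higher in 6 of 11 cases (camera, adjusted p = 0.718) and likewise leave a difference in leukocyte content undecided. Lists too small for a set test were smooth muscle and differentiation (1 tested gene each), endothelial cells and sex (2 each), enteric glia and neurons (2, of which *Elavl4* was higher by 2.54), and the genes of Fig. 6H (3). Of the genes of Fig. 6H, 2 were higher and 1 lower at an adjusted p under 0.05 (edgeR's quasi-likelihood test). Those of Fig. 4E did not shift as a set (camera, adjusted p = 0.532), since 2 were higher and 4 lower, and all 6 were among the 2011 genes counted by fold change and p. The genes whose primers Table S1 lists, which the study chose and which hold those of Fig. 4B, were higher in 14 of 17 cases (camera, adjusted p = 3.99e-06).

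Interferon response genes were all higher (8 of 8, median log2 fold change 0.78), without a call for the set by camera (adjusted p = 0.148, and 0.0145 and 0.0386 without *Smad4 Vil‐KO;Setd2 Vil‐KO* replicates 3 and 4, in a range up to 0.473, with limma-voom, over the alternatives). They were in excess among the 2011 genes counted by fold change and p, with 4 of 8 against 1.10 expected (Fisher's exact test, adjusted p = 0.0317), but not among those counted by adjusted p, with 2 of 8 (adjusted p = 0.473). Their mean log2(CPM + 1) was 8.01, 8.36, 5.99, 6.31 and 6.85 in *Smad4 Vil‐KO;Setd2 Vil‐KO* replicates 1 to 5 and 6.23 to 6.45 in *Smad4 Vil‐KO* libraries. An effect of the genotype shared by all *Smad4 Vil‐KO;Setd2 Vil‐KO* animals, as the whole cause, is argued against for the 7 genes other than *Ifit1*, since their mean lay above every *Smad4 Vil‐KO* library in 3 of the 5 *Smad4 Vil‐KO;Setd2 Vil‐KO* libraries. These 3 are also the libraries with Y-linked counts, so that sex, or another difference between these mice, may contribute. For *Ifit1* a shared effect stays open. It had 9140, 12565, 1722, 2596 and 2902 counts in *Smad4 Vil‐KO;Setd2 Vil‐KO* replicates 1 to 5 and 1209 to 1558 in *Smad4 Vil‐KO* libraries, so that all 5 lay above (log2 fold change 2.13, adjusted p = 0.0224, edgeR's quasi-likelihood test), and it is 1 gene, chosen after its values were seen.

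The genes with higher values were longer, with a median gene length of 26.0 kb against 17.0 kb for those with lower values and 20.8 kb for all tested genes with a length (13783, 94.4%). A length effect arising within single libraries is a candidate explanation, because correlations across genes between length and the difference of replicates of 1 genotype reached 0.205 in size, against 0.058 between the genotypes, and 55 of 100 splits gave a correlation as large. The largest of the correlations within a genotype (-0.205, 0.196 and -0.175) all involved *Smad4 Vil‐KO* replicate 3. Without that library the largest in size was -0.0746, between *Smad4 Vil‐KO;Setd2 Vil‐KO* replicates 2 and 4. A bias of GC content and transcript length as the whole cause of the calls is argued against by the 1652 genes called with a correction for it, 1398 of them among the 1941 (13564 genes, 92.9%, had values), although the share of higher genes rose from 50.8% to 58.3%.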
